# Restoration of H3k27me3 Modification Epigenetically Silences Cry1 Expression and Sensitizes Leptin Signaling to Reduce Obesity‐Related Properties

**DOI:** 10.1002/advs.202004319

**Published:** 2021-05-13

**Authors:** Yan Wei, Jun Chen, Xing Xu, Fan Li, Kun Wu, Yingying Jiang, Yuqing Rao, Chen Zhao, Wantao Chen, Xu Wang

**Keywords:** Cry1, hypothalamus, Kdm6a, leptin, obesity

## Abstract

The trimethylation on histone H3 lysine 27 (H3k27me3), a transcriptionally repressive epigenetic mark of permissive chromatin, can be removed by the histone lysine demethylase 6a (Kdm6a). However, the physiological function of H3k27me3 and Kdm6a on circadian genes remains largely elusive. With the ChIP‐Seq and mRNA microarray assays, a critical role is identified for Kdm6a in the regulation of H3k27me3 to impact the expression of Crytochrome 1 (Cry1) in the hypothalamus of diet induced obesity mice. More importantly, both conditional knockout and pharmacological inhibition of *Kdm6a* reduce body weight and stabilize blood glucose homeostasis. Although a Kdm6a inhibitor fails to decrease body weight in leptin receptor‐deficient db/db mice, it significantly decreases Cry1 expression, enhances sensitivity to exogenous leptin administration, and blocks body weight increases in endo‐leptin‐deficient ob/ob mice. Moreover, gene analysis of the human hypothalamus further reveals a positive correlation between Kdm6a and Cry1. The results show that inhibition of Kdm6a reduces the Cry1 expression and sensitizes leptin signaling to combat obesity‐related disease. Therefore, it implicates Kdm6a as an attractive drug target for obesity and metabolic disorders.

## 1 Introduction

The trimethylation on histone H3 lysine 27 (H3k27me3) is a histone modification occurring on the amino terminal tail of the core histone H3. This trimethylation is associated with the downregulation of nearby genes via the formation of heterochromatic regions.^[^ ^1^ ^]^ It acts in opposition to the trimethylation on histone H3 lysine 4 (H3k4me3), which activates gene expression. Because of its dramatic and predictable effect on gene expression, H3k27me3 is a favorite of epigenetic researchers looking for inactive genes. H3k27me3 can be removed by the histone lysine demethylases 6 (Kdm6). The Kdm6 family contains a Jmjc‐domain^[^ ^2^ ^]^ and counters the enzymatic activity of polycomb repressive complex 2^[^ ^3^ ^]^ by removing di‐ and trimethyl groups from histone H3 lysine 27 (H3k27). The Kdm6 family includes Kdm6a (also known as Utx) and Kdm6b (also known as Jmjd3) and has been shown to play important roles in a multitude of cellular processes, including differentiation,^[^ ^4^, ^5^ ^]^ senescence,^[^ ^6^ ^]^ somatic and germ cell reprogramming,^[^ ^7^ ^]^ the inflammatory response,^[^ ^8^ ^]^ and cancer.^[^ ^9^ ^]^ The discovery of GSK‐J4 provides an effective tool for the pharmacological inhibition of Kdm6 members, which have been reported to inhibit the growth of TAL‐1 positive T‐acute lymphoblastic leukemia,^[^ ^10^, ^11^ ^]^ diffuse intrinsic pontine glioma,^[^ ^12^, ^13^ ^]^ melanoma,^[^ ^14^ ^]^ and neuroblastoma.^[^ ^15^ ^]^ Most recently, Kdm6a deficiency or inhibition of Kdm6 members with GSK‐J4 abated nephropathy progression in diabetic db/db mice, suggesting that Kdm6a is also involved in the progression of metabolic diseases.^[^ ^16^ ^]^ Although Kdm6a has been reported as one of the targets of the well‐known antidiabetic drug metformin,^[^ ^17^ ^]^ it is not fully understood what the physiological role of Kdm6a is in metabolic diseases, such as obesity and diabetes. In particular, the relationship between Kdm6a and leptin resistance has not been investigated in the obesity.

The circadian clock genes primarily comprise transcriptional/translational feedback loops involving a set of clock genes, to adapt daily 24 h changes in the environment and enable mammals to maintain physiological homeostasis.^[^ ^18^ ^]^ The cryptochrome 1 (Cry1) is part of the negative regulatory arm of the circadian clock system as the rhythmical accumulation leads to the formation of a repressor complex that interacts with circadian locomotor output cycles kaput (Clock) to inhibit the transcription.^[^ ^19^ ^]^ The perturbations of endoplasmic reticulum (ER) homeostasis that are triggered predominantly by the accumulation of unfolded proteins lead to the development of a condition referred to as ER stress.^[^ ^20^ ^]^ In the hypothalamus, ER stress can induce circadian disruption and linking leptin resistance with obesity,^[^ ^21^ ^]^ implicating the central clock in body weight control and the development of metabolic abnormalities. Mice deficient in Cry1^−/−^ exhibit resistance to the high fat diet (HFD) induced obesity, indicating Cry1 is a plausible target for antiobesity therapy.^[^ ^22^ ^]^ However, the H3k27me3‐based regulation on the Cry1 expression has not been well illustrated.

Leptin is an important adipocyte‐derived hormone and the first‐identified messenger to carry peripheral information about energy cues to the central nervous system.^[^ ^23^, ^24^ ^]^ However, initial hopes for leveraging the anorectic effect of leptin for treating obesity quickly diminished, as the hormone is ineffective in creating satiety and suppressing food intake, despite the presence of high levels of circulating leptin in murine models of obesity and in obese humans. Furthermore, while exogenously administered leptin doses suppress food intake and reduce body weight in lean mice, this approach is ineffective in diet‐induced obese (DIO) mice. These findings led to the notion that obesity is a pathological condition associated with leptin resistance. Despite long‐standing research efforts, agents that can alleviate leptin resistance have rarely been found.

In this study, we used an inducible knockout model and the Kdm6a inhibitor GSK‐J4 to examine the influence of Kdm6a and H3k27me3 on Cry1 expression in the obese hypothalamus and leptin sensitivity in obese mice. We verified that Kdm6a inhibition restored the H3k27me3 modification and reduced appetite, which is largely dependent on the leptin‐signaling pathway.

## 2 Results

### 2.1 Deficiency of Kdm6a Attenuates Body Weight in DIO Mice

We previously found that the H3k27me3 modification decreased under ER stress status (Figures S1A–N and S2A–J, Supporting Information). Given that ER stress has been linked to obesity in vivo,^[^ ^25^ ^]^ to further examine the potential physiological effect of Kdm6a in vivo, we established inducible knockout mice and selected a high‐fat diet‐induced obesity model. The genotypes of the *Kdm6a^F/Y^; Cre/ERT2^+^* mice were identified by a polymerase chain reaction (PCR) assay (Figure S3A, Supporting Information). Mice with validated genotypes were administered tamoxifen intraperitoneally (i.p.) daily for 4 d, leading to the functional activation of Cre/ERT2 to knock out the *Kdm6a* gene (Figure S3B,C, Supporting Information). Notably, the inducible knockout of *Kdm6a* significantly reduced the body weights of DIO mice (**Figure** **1**A). Under HFD‐fed conditions, after tamoxifen administration, the body weights of the Kdm6a^iKO/Y^ mice were nearly 30% lower than those of the mice before treatment (Figure 1B,C). Consistent with this finding, the *Kdm6a* knockout exhibited significantly less perirenal and epididymal adipose tissue than its wild‐type counterparts fed with HFD (Figure 1D). We also examined the influence of the *Kdm6a* knockout on the body weights of mice fed a normal diet (ND). Notably, after treatment with tamoxifen at the same dosage as the HFD group, the body weights of Kdm6a^iKO/Y^ mice fed with ND were comparable to those of the wild‐type group.

**Figure 1:**
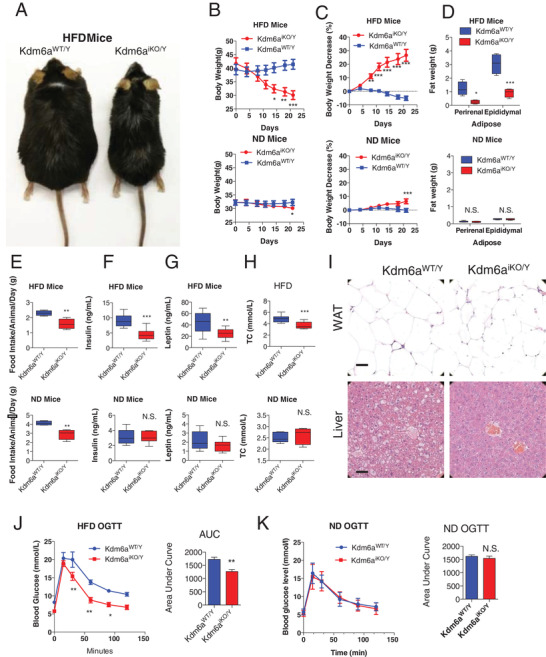
The inducible *Kdm6a* knockout reduces the body weight and food intake of DIO mice but not lean mice. A) Representative images of wild‐type or knockout mice fed with HFD. B,C) Wild‐type mice and Kdm6a‐inducible deficient mice were observed for 21 d. Body weight and percentage change in body weight (*n* = 10 pre group). D) Fat weights were recorded. E) Daily food intake during the second week of treatment. F) Serum insulin concentrations of DIO or lean mice after 3 weeks of inducible knock out treatment. G) Serum leptin concentrations of DIO or lean mice after 3 weeks of treatment. H) The total cholesterol (TC) concentration in the serum of the mice was examined after 3 weeks of treatment. ***p < 0.001; **p < 0.005; *p < 0.05; N.S., not significant. I) The representative images of hematoxylin eosin (HE)‐stained epididymal white adipose tissue (WAT) and liver of wild‐type or Kdm6a‐deficient mice fed an HFD, bar = 100 µm, *n* = 3 mice per group. J) OGTT assay to detect blood glucose homeostasis in DIO mice. K) OGTT assay to detect blood glucose homeostasis in lean mice.

As the decline in food intake is the major cause of body weight reduction, the average food intake was measured. *Kdm6a^iKO/Y^* mice consumed significantly less food than the *Kdm6a* ^WT/Y^ group of DIO mice (Figure 1E). We also found that the concentrations of insulin and leptin in the *Kdm6a^iKO/Y^* mice were much lower than those in the *Kdm6a^WT/Y^* mice (Figure 1F,G). *Kdm6a* knockout obviously enhanced the metabolic status of DIO mice (Figure 1H) and decreased the adipocyte size in the epididymal fat (Figure 1I). Moreover, oral glucose tolerance test (OGTT) assays revealed that the inducible knockout of *Kdm6a* selectively enhanced glucose homeostasis in obese mice (Figure 1J) but not in lean mice (Figure 1K). Although the food intake of the mice fed with ND was obviously reduced by the *Kdm6a* knockout in week 1, there were no significant changes in insulin, leptin levels compared to those in the wild‐type group at the end of week 3. The insulin tolerance test (ITT) assay data indicate that the Kdm6a‐deficiency could not obviously change the sensitivity to insulin, neither in the HFD mice nor the ND mice (Figure S3D,E, Supporting Information).

To investigate whether pharmacological inhibition of Kdm6a with GSK‐J4 can phenocopy the genetic ablation of *Kdm6a* by exerting an antiobesity effect, we administered GSK‐J4 to DIO and lean mice (Figure S4A, Supporting Information). As illustrated in **Figure** **2**A,B, the administration of GSK‐J4 reduced the body weight from 49.99 ± 1.23 g on day 1 to 35.85 ± 0.87 g on day 22 (*p* < 0.001), corresponding to a 28.15% ± 1.45% decrease relative to the initial body weight. The adipose tissue and food intake of the GSK‐J4‐treated DIO mice was also significantly reduced compared to that of the vehicle‐treated group (Figure 2C,D). Although the administration of GSK‐J4 to lean mice cause a reduction of food intake, the treatment did not induce a significant change in body weight compared to these parameters in the respective control groups (Figure 2A,B). The GSK‐J4 treatment clearly reduced fasting blood glucose during the 3‐week administration period (Figure S4B, Supporting Information), while the glucose level of lean mice did not change significantly under this experimental condition (Table S1, Supporting Information). The concentrations of insulin and leptin in the GSK‐J4‐treated mice were much lower than those in the vehicle‐treated mice (Figure 2E,F). The GSK‐J4 treatment obviously enhanced the metabolic status of DIO mice (Figure 2G). Microcomputed tomography scanning revealed that 16‐week‐old *Kdm6a*‐deficient mice or GSK‐J4 treated mice stored much less fat than the control mice (Figure 2H). The adipocyte size and liver steatosis were markedly decreased following the inhibition of Kdm6a functions by pharmacological inhibition (Figure 2I). OGTT assays revealed that the GSK‐J4 enhanced glucose homeostasis in the mice (Figure 2J,K). The responses of both the obese and lean mice to insulin stimulation were significantly affected, as shown in the ITT assay (Figure S4C,D, Supporting Information).

**Figure 2:**
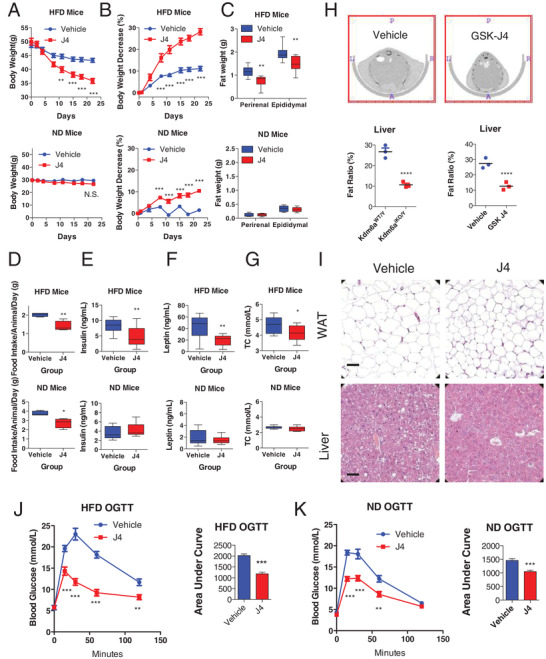
The Kdm6a inhibitor GSK‐J4 reduces the body weight and food intake of DIO mice but not lean mice. A,B) Mice with DIO received vehicle or the Kdm6a inhibitor GSK‐J4 (30 mg kg^−1^) for 21 d. Body weight and percentage change in body weight (for HFD mice, vehicle, *n* = 10; GSK‐J4, *n* = 9; for ND mice, vehicle, *n* = 10; GSK‐J4, *n* = 10). C) Fat weights were recorded. D) Daily food intake during the second week of treatment. E) Serum insulin concentrations of mice after 3 weeks of treatment. F) Serum leptin concentrations of mice after 3 weeks of treatment. G) Serum total cholesterol concentrations of mice after 3 weeks of treatment. ***p < 0.001; **p < 0.005; *p < 0.05. N.S., not significant. H) Representative cross‐sectional images of wild‐type and Kdm6a‐deficient mice subjected to microcomputed tomography analysis of the in situ accumulation of fat. Hepatic fat content was calculated in the genetically modulated mice and pharmacologically treated mice (*n* = 3 mice per group). All data represent the mean ± s.e.m. ****p < 0.0001 versus. I) The representative images of HE‐stained epididymal WAT and liver of vehicle‐ or GSK‐J4‐treated mice fed with HFD, bar = 100 µm, *n* = 3 mice per group. J) OGTT assay to detect blood glucose homeostasis in DIO mice. K) OGTT assay to detect blood glucose homeostasis in lean mice.

Next, we examined the daily activity and food intake of mice treated with Kdm6a inhibitor GSK‐J4. The DIO mice with GSK‐J4 administration consumed much less portion of food intake during dark phase and more portions during light phase compared to the vehicle group (**Figure** **3**A). But there were no differences between the GSK‐J4 and Vehicle group in the normal diet mice (Figure 3B). The GSK‐J4 treatment changed the locomotor activity in the DIO mice (Figure 3B), resulting to the nearly equal radio of light and dark phage. In both DIO and lean mice, the GSK‐J4 treatment did not changed the oxygen consumption and carbon dioxide production, compared to the vehicle group (Figure 3C,D). In the meanwhile, there is no obvious different respiratory exchange rate (RER) between Vehicle‐ and GSK‐J4‐treated mice (Figure 3E). These data suggest that GSK‐J4 treatment selectively changed the daily food intake and activity of DIO mice.

**Figure 3:**
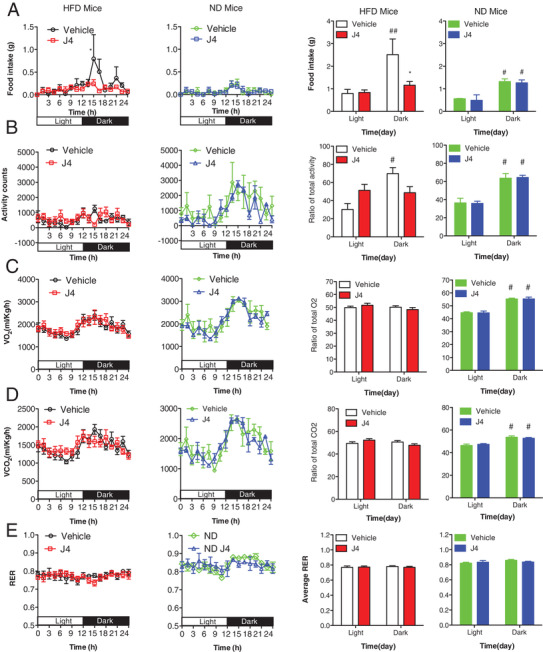
The pharmacological inhibition on Kdm6a decreases food intake of DIO mice but not lean mice. A) The mice received vehicle or GSK‐J4 (30 mg kg^−1^) for 10 d. The food intake was recorded. *p < 0.05, GSK‐J4 vs Vehicle; #*p* < 0.05, ##*p* < 0.01, light vs dark phage (*n* = 5 in each group of HFD mice; *n* = 3 in each group of ND mice for (A)–(E)). B) The locomotor activities of mice. #*p* < 0.05, light vs dark phage. C) Oxygen consumption (VO2) monitored over a 24 h period, shown as averaged values. #*p* < 0.05, light vs dark phage. D) Carbon dioxide production (VCO2) monitored over a 24 h period, shown as averaged values. #*p* < 0.05, light vs dark phage. E) The respiratory exchange rate (RER) was analyzed for 24 h. #*p* < 0.05, light vs dark phage.

Taken together, these data indicated that both genetically deficiency and pharmacological inhibition of Kdm6a selectively attenuated body weight and improved glucose homeostasis in DIO mice.

### 2.2 H3k27me3 Restoration Silences Cry1 Gene Expression in the Hypothalamus

As the hypothalamus is the key region of the brain that mediates ER stress signals, the hypothalamic tissues of DIO mice were collected after the treatment of Kdm6a inhibitor GSK‐J4. The immunoblotting assay data indicated that the Kdm6a inhibitor increased the H3k27me3 modification in the hypothalamus (**Figure** **4**A). 

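Hypothalamic RNA of DIO mice was hybridized to 6 Agilent SurePrint G3 mouse arrays, of which 3 are labelled GSK-J4 and 3 are labelled vehicle, with 1 RNA sample on each array. DIO mice are mice made obese by a high-fat diet, here with 60 kcal% fat for 16 weeks, and GSK-J4 is a small molecule inhibitor of the demethylases that remove H3k27me3. It was given at 30 mg kg−1, and the tissue was collected at ZT 6 h, ZT being the time after the lights are switched on. The description that accompanies the arrays places the tissue on day 4 after exposure, whereas the paper describes a course of 21 d and its text does not give the day of the arrays. All directions given here for these arrays follow the labels under which they were deposited. The array carries 59305 spots besides the control spots, for 56605 probes of 60 bases under 37074 gene names. Labelled RNA was measured in 1 colour, and the authors deposited the background-corrected signal of each spot from Feature Extraction together with a table of quantile normalized log2 values from GeneSpring. From the spot signals, the log2 values of the spots of a probe were averaged and quantile normalized between the 6 arrays, as in the paper's methods. A probe was kept when it was well above background on all 3 arrays of at least 1 group, which left 34443 probes. For each gene name the probe with the highest mean over the 6 arrays was taken, which left 22117 genes, and the groups were compared with limma and Benjamini-Hochberg adjustment. All 3 arrays labelled vehicle lie on slide 1 and were scanned together, and all 3 labelled GSK-J4 lie on slide 2, so that slide and treatment cannot be told apart in any value below. Before normalization the 75th percentile of the signal was 787 to 916 on the arrays labelled vehicle, with a median of 802, and 406 to 461 on those labelled GSK-J4, with a median of 453. Between 35534 and 35988 probes, with a median of 35884, were well above background on the arrays labelled vehicle, compared with 32661 to 33209, with a median of 33178, on those labelled GSK-J4. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1.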

A microarray analysis was further performed to determine the gene expression profile in the hypothalamus of DIO mice. 

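At the thresholds of the methods, a fold change of at least 1.5 and an unadjusted p of at most 0.05, here from limma, 1071 of the 22117 genes were higher and 1414 were lower in the arrays labelled GSK-J4. After Benjamini-Hochberg adjustment limma called 1990 genes higher and 1719 lower at an adjusted p of at most 0.05, of which 693 and 992 were also changed at least 1.5-fold. The 3 arrays of one group did not overlap the 3 of the other for 45.5% of the genes, where chance alone gives 10%. At the thresholds of the methods, normexp background correction with an offset moved these numbers by the largest factor, to 374 genes higher and 649 lower. Counting probes in place of genes raised them most, to 1654 higher and 2704 lower. The methods' t-test without the assumption of equal variances found 734 genes higher and 971 lower at the same fold and p, and 44 higher and 27 lower after adjustment. The adjusted calls also depended on single arrays, since leaving out 1 array labelled vehicle left between 24 and 85 genes in all, and 0 genes were called with the replicate number as a block. Scaling each array to its 75th percentile in place of quantile normalization raised the share of higher genes among the adjusted calls from 53.7% to 67.7%. Most changed probes were alone in their gene. Of the 7185 genes with several probes well above background on all 6 arrays, 1435 had a probe past the thresholds of the methods, and in 83.6% of these it was exactly 1 probe, in 4.04% every probe of the gene in the same direction. The changes also followed the base composition of the 60-base probes. Among the 7890 probes with a GC content of at most 35%, 13.8% were past the thresholds lower and 1.20% higher, whereas among the 6871 probes with at least 48.3% GC, 1.48% were lower and 10.7% higher.
The largest rise among genes past an adjusted p of 0.05, well above background on all 6 arrays and with groups that do not overlap was that of 4930535E02Rik, with a log2 fold change of 2.53 (standard error 0.08, limma adjusted p = 0.0016). Oxct2b followed with 2.49, a transcript listed as ENSMUST00000121192 with 2.46, Duox2 with 2.16 and a long noncoding transcript on chromosome X (probe A_30_P01032775) with 2.14. The probes of all 5 carry the sequence CCTAAC. The largest falls were those of the transcripts listed as ENSMUST00000053604, with a log2 fold change of -2.50, and BM934532, with -2.20, followed by 2900072G11Rik with -2.09, NAP072035-1 with -2.08 and BX518075 with -1.99. Their limma adjusted p ranged from 0.010 for NAP072035-1 to 0.043 for 2900072G11Rik. The enrichment of KEGG pathways was not repeated here. A list of 24 core clock genes fixed before the arrays were examined was not shifted as a set, with a camera p of 0.653 (preset correlation of 0.01, limma) over the 23 genes measured on every array. Camera put the set lower, while its mean log2 fold change of 0.03 and its median of 0.01 lay above 0, and neither fry, with p = 0.966, nor camera with the correlation estimated, with p = 0.789, called it. The mixed test of fry, in which genes may change in either direction, did call it with p = 0.00035, while the mean of the list did not differ (exact permutation test, two-sided p = 0.7). The mixed test does not compare the list with other genes. Since the groups did not overlap for 45.5% of all genes, its call does not single out the clock genes. Within the list, 1 gene was higher and 2 were lower at an adjusted p of at most 0.05 over all genes tested, and 3 genes passed when adjusted over the list alone.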

The significantly 1.5‐fold changed genes were enriched by using terms from the kyoto encyclopedia of genes and genomes (KEGG) pathway (Figure 4B and Figure S2I,J, Supporting Information) and the circadian entrainment pathway is one of the most top enriched pathways (Figure S5, Supporting Information).

**Figure 4:**
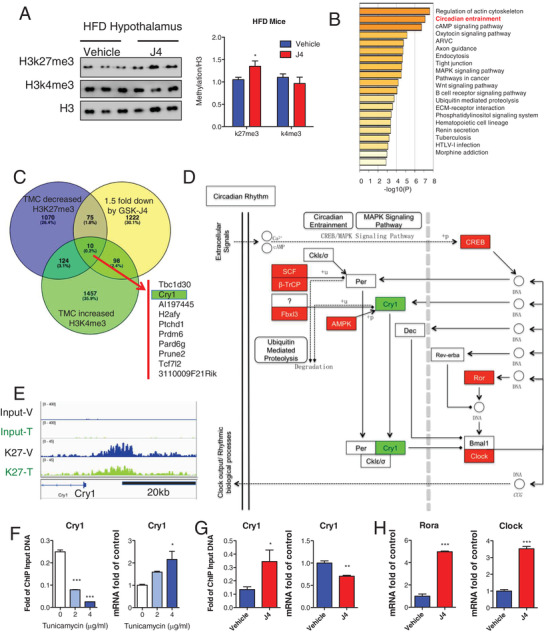
Kdm6a epigenetically controls Cry1 expression through H3k27me3 modification. A) Immunoblotting images of H3k27me3 and H3k4me3 in the hypothalamus of DIO mice treated with vehicle or 30 mg kg^−1^ GSK‐J4. B) The enrichment of KEGG pathway indicates the circadian entrainment gain high score in the hypothalamus of GSK‐J4‐treated mice compared to the vehicle group of mice. C) Venn diagram showing the numbers of genes harboring decreased H3k27me3 peaks, increased H3k4me3 peaks in tunicamycin treated MEFs and reduced mRNA expression in GSK‐J4 treated hypothalamus. D) The KEGG enrichment of over 1.5‐fold changed circadian genes is based on the analysis of GSK‐J4 treated hypothalamus. E) Snapshot of H3k27me3 ChIP‐Seq signal at the *Cry1* loci in vehicle and tunicamycin treated MEFs. F) ChIP‐qPCR analysis of H3k27me3 modifications at the *Cry1* loci in vehicle and tunicamycin treated MEFs as well as the real‐time PCR analysis of *Cry1* mRNA (*n* = 3). G) ChIP‐qPCR analysis of H3k27me3 modifications at the *Cry1* loci in vehicle and GSK‐J4 treated hypothalamus of DIO mice as well as the real‐time PCR analysis of *Cry1* mRNA (*n* = 3). H) Real‐time PCR analysis of other circadian genes Rora and Clock in the hypothalamus of DIO mice (*n* = 3).

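The boxes of Figure 4D stand for families of genes, and for the 7 boxes drawn as increased 18 genes have a kept probe. For CREB, β-TrCP, SCF, AMPK, Ror and Clock, 1 probe in each box passed the thresholds of the methods, and it was lower in the arrays labelled GSK-J4. Over the 28 genes of the whole figure, limma called 1 higher and 2 lower at an adjusted p of at most 0.05 over all genes tested, and 3 when adjusted over the list alone. For CREB the probe that passed was 1 of the 5 probes of Creb1, with a log2 fold change of -0.79 (limma adjusted p over all kept probes = 0.027), while the probe kept for the gene gave -0.15 (limma adjusted p = 0.53). For β-TrCP, 1 of the 4 probes of Fbxw11 gave -1.04 (limma adjusted p over all kept probes = 0.026), and the probe kept for the gene gave -0.19 (limma adjusted p = 0.42). The probes of Cul1, for SCF, and of Prkag2, for AMPK, that passed were not well above background on any array labelled GSK-J4, which makes them at least 1.19-fold and at least 1.18-fold lower there, with the dim group set per array to the higher of the lowest signal among probes well above background and the probe's own. The probes kept for these genes did not differ, with -0.19 (limma adjusted p = 0.15) for Cul1 and -0.09 (limma adjusted p = 0.57) for Prkag2. Of the 5 boxes left uncoloured, 4 had no probe past the thresholds. The exception was Per, where 2 of the 3 probes of Per3 gave log2 fold changes of -0.81 and -0.69, and the probe kept for Per3 gave -0.37 (limma adjusted p = 0.039).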

To correlate chromatin binding in tunicamycin‐induced ER stress with direct gene regulations in GSK‐J4 treated hypothalamus, we integrated the H3k27me3‐ and H3k4me3‐dependent histone modification with a primary focus on the genes displaying down‐regulation of hypothalamus. There are only ten genes with reduced H3k27me3 modification and increased H3k4me3 modification under the tunicamycin‐induced ER stress with previous ChIP‐Seq assay. Moreover these ten genes are also downregulated by GSK‐J4 administration in the hypothalamus of DIO mice (Figure 4C). Among these H3k27me3 directly regulated genes, we noticed the circadian gene Cry1. 

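Of the 10 genes in Figure 4C, 9 have a kept probe on the arrays, and 3110009F21Rik was not well above background on all arrays of either group. With 1 probe per gene, 6 of the 9 were higher and 3 were lower in the arrays labelled GSK-J4, with log2 fold changes from -0.38 for AI197445 to 1.25 for Prdm6. At the thresholds of the methods 3 were higher, namely Cry1, Prdm6 and Pard6g, and 0 were lower. The number higher was 1 with normexp and with array weights, and 2 with 75th percentile scaling and with the GC correction. It was 4 with no filter on dim probes. The number lower was 0 under each alternative run for this list. At a limma adjusted p of at most 0.05 over all genes tested 1 gene, Cry1, was called and it was higher. When adjusted over the list alone 3 were called, which is not independent evidence because the paper chose the list on these samples. Prdm6 rose by 1.25 on the log2 scale (standard error 0.32, limma adjusted p = 0.050), from 5.58 ± 0.56 (SD, n = 3) to 6.83 ± 0.34 (SD, n = 3) in normalized log2 signal. Pard6g rose by 0.63 (standard error 0.16, limma adjusted p = 0.053), from 9.16 ± 0.24 (SD, n = 3) to 9.79 ± 0.21 (SD, n = 3). When any kept probe of a gene may pass, 8 of the 9 genes had a probe that was higher and 0 had a probe that was lower. For Tcf7l2 this was 1 probe of 4, with a log2 fold change of 1.36, while the probe kept for the gene gave -0.09 (limma adjusted p = 0.56). For Tbc1d30 it was 1 probe of 2 with 0.97, against 0.28 (limma adjusted p = 0.24) on the probe kept, and for Ptchd1 1 of 2 with 0.64, against 0.18 (limma adjusted p = 0.33). H2afy passed on 1 of 5 probes with 0.60, and Prune2 on 1 of 4 with 0.94 while the probe kept gave -0.28 (limma adjusted p = 0.14). AI197445, well above background on 2 of the 3 arrays labelled GSK-J4, had no probe past the thresholds.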

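Cry1 is measured by 2 kept probes. The probe kept for the gene, A_55_P2880103, lies on chromosome 10 of mm9 from 84647094 to 84647153 and has a GC content of 60% (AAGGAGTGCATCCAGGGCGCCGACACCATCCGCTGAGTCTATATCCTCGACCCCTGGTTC). Its normalized log2 signal was 5.85 ± 0.10 (SD, n = 3) on the arrays labelled vehicle and 6.46 ± 0.07 (SD, n = 3) on those labelled GSK-J4, a log2 fold change of 0.61 (standard error 0.08, limma adjusted p = 0.015). Every array labelled GSK-J4 was above every array labelled vehicle (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The value fell to 0.34 (limma adjusted p = 0.047) after the trend on GC content was removed within each array. It was 0.34 (limma adjusted p = 0.021) with normexp and 0.48 (limma adjusted p = 0.011) with 75th percentile scaling. These values are less than 1.5-fold. It lay between 0.56 and 0.65 with each array left out in turn. The second probe, A_52_P420500, lies from 84594731 to 84594790 with 23.3% GC and was well above background on the 3 arrays labelled vehicle but on none labelled GSK-J4, at a level that gives no bound above 1-fold. With the mean of both probes in place of 1 probe, the difference was 0.07 (limma adjusted p = 0.84).
Clock is measured by 3 probes on chromosome 5 of mm9. The probe kept for the gene, from 76639992 to 76640051, gave 11.98 ± 0.02 (SD, n = 3) for vehicle and 12.01 ± 0.10 (SD, n = 3) for GSK-J4, a log2 fold change of 0.02 (standard error 0.07, limma adjusted p = 0.85), and the groups overlapped (exact permutation test, two-sided p = 0.9). A probe from 76641377 to 76641436 gave 0.03 (limma adjusted p over all kept probes = 0.82). The remaining probe, from 76664578 to 76664637, which the files assign to another transcript record than these 2, fell by 0.81 (limma adjusted p over all kept probes = 0.018). Rora, on chromosome 9 of mm9, gave a log2 fold change of 0.42 (standard error 0.20, limma adjusted p = 0.18) on the probe kept for the gene, from 69227536 to 69227595, and the groups overlapped (exact permutation test, two-sided p = 0.3). A neighbouring probe from 69226774 to 69226833 gave 0.32 (limma adjusted p over all kept probes = 0.31), and a probe from 68511835 to 68511894, well above background on 2 of the 3 arrays labelled GSK-J4, fell by 1.32 (limma adjusted p over all kept probes = 0.038). From the transcriptome of GSK-J4 treated hypothalamus the paper states that Cry1 was reduced and its target Clock was raised, and it proposes that the restored H3k27me3 modification could reduce Cry1.

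**Figure D1:**
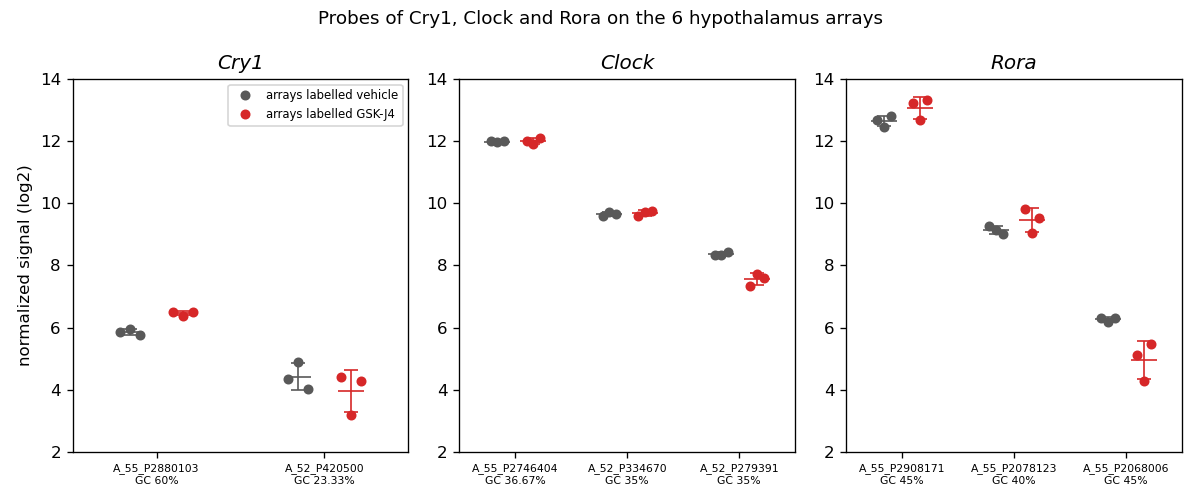
Normalized signal (log2) of each kept probe of Cry1, Clock and Rora on the 3 arrays labelled vehicle (grey) and the 3 labelled GSK-J4 (red), 1 point per array, with horizontal bars at the mean and whiskers of 1 SD. The levels of different probes are not comparable with each other, and the groups lie apart for the Cry1 probe with 60% GC, for the Clock probe that fell by 0.81 and for the Rora probe that fell by 1.32.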

We further analyzed the transcriptome of GSK‐J4 treated hypothalamus and found that Cry1 is downregulated as well its target gene Clock was upregulated (Figure 4D). Interestingly, we identified Cry1 harbored several H3k27me3 intervals near the transcription start site (Figure 4E). The tunicamycin treatment reduced occupancies of H3k27me3 in the *Cry1* locus by ChIP‐quantitative polymerase chain reaction (qPCR) assays and reactivated expression of *Cry1* mRNA (Figure 4F). GSK‐J4 administration also epigenetically reduced the mRNA level of *Cry1* and increased H3k27me3 modification levels on *Cry1* promoter in the hypothalamus of DIO mice (Figure 4G). We also validated that the expression of circadian genes of Clock and Rora, the target gene of Cry1, were significantly increased by GSK‐J4 treatment in DIO mice (Figure 4H). These data suggest that the reversed H3k27me3 modification could reduce Cry1 in the hypothalamus of DIO mice.

### 2.3 Kdm6a Inhibition Reduces Cry1 Expression and Improves Leptin Sensitivity in the Hypothalamus of Mice

To examine the dependency of GSK‐J4 effects on leptin signaling, we selected db/db and ob/ob mice to perform the experiments. The db/db strain is deficient in the leptin receptor, whereas the ob/ob strain lacks functional leptin hormone. The administration of GSK‐J4 was sustained for 3 weeks (Figure S6A, Supporting Information), but it did not produce a body weight reduction compared to the vehicle group (**Figure** **5**A). There was no obvious difference in the weight of adipose tissue between the two groups (Figure 5B). The GSK‐J4 treatment also failed to affect food intake (Figure 5C), insulin, and leptin levels (Figure 5D). In fact, the GSK‐J4 treatment neither reduced the concentration of fasting blood glucose (Figure S6B, Supporting Information) nor improved glucose homeostasis, as demonstrated by OGTT and ITT assays, respectively (Figure S6C,D, Supporting Information). These data suggest that the leptin signaling pathway may be the underlying mechanism for the antiobesity function of GSK‐J4.

**Figure 5:**
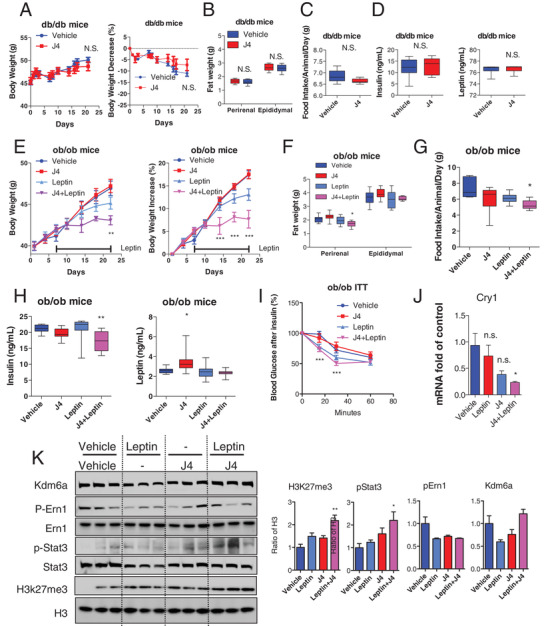
The Kdm6a inhibitor GSK‐J4 acts as a leptin sensitizer in mouse models to modulate downstream leptin signaling. A) The db/db mice were injected i.p. daily with vehicle or GSK‐J4 (30 mg kg^−1^) for 3 weeks. The body weights of obese mice are indicated (*n* = 10 for each group). The percent decrease (%) in body weight of obese mice was calculated during the treatment. B) The fat weight of perirenal and epididymal adipose tissues was collected after the treatment (*n* = 10 for each group). C) The average food intake of obese mice was recorded during the second week of treatment (*n* = 10 for each group). D) The insulin and leptin concentration in the serum of obese mice was examined after 3 weeks of treatment (*n* = 10 for each group). E) The ob/ob mice were injected i.p. daily with vehicle or GSK‐J4 (30 mg kg^−1^) in the presence or absence of leptin for 3 weeks. The body weights of obese mice are indicated (*n* = 10 for each group). The percent decrease (%) in body weight of obese mice was calculated during the treatment. F) The fat weight of perirenal and epididymal adipose tissues was collected after the treatment (*n* = 10 for each group). G) The average food intake of each group of mice was recorded during the second week of treatment (*n* = 10 for each group). H) The insulin and leptin concentration of the mice was examined after 3 weeks of treatment (*n* = 10 for each group). ***p < 0.001; **p < 0.005; *p < 0.05. N.S., not significant. I) ITT assay to detect blood glucose homeostasis in ob/ob mice. ***p < 0.001. J) Real‐time PCR assay to show *Cry1* mRNA were significantly reduced by the cotreatment of GSK‐J4 and leptin in the hypothalamus of ob/ob mice. K) Immunoblotting assay indicating the phosphorylation of Ern1 and Stat3 after leptin and GSK‐J4 administration.

We reasoned that the administration of exogenous leptin to ob/ob mice with GSK‐J4 should create a stronger outcome than the administration of leptin with the vehicle control. We chose a low dose of leptin, which is minimally effective in the ob/ob mice, to investigate whether GSK‐J4 can also increase the sensitivity of ob/ob mice to extremely low doses of leptin (0.1 mg kg^−1^). We thus administered either vehicle or GSK‐J4 to ob/ob mice and subsequently administered an injection of saline or a bolus dose of leptin to each group (Figure S7A, Supporting Information). The body weight records showed that separate GSK‐J4 or leptin treatment did not significantly influence body weight, but cotreatment with GSK‐J4 and leptin significantly blocked body weight increases (Figure 5E) and resulted in less fat mass in the leptin‐deficient ob/ob mice (Figure 5F). The ob/ob mice that received GSK‐J4 plus leptin consumed less food than any of the other groups (Figure 5G). In the GSK‐J4‐ and leptin‐cotreated ob/ob mice, the insulin concentration was clearly decreased (Figure 5H), while blood leptin levels were not significantly changed. The cotreatment obviously improved glucose homeostasis, as shown in the ITT assay (Figure 5I) but did not reduce the fasting blood glucose concentration (Figure S7B,C, Supporting Information). In the hypothalamus tissues, mRNA levels of Cry1 were significantly reduced by GSK‐J4 treatment (Figure 5J). The levels of H3k27me3 and phosphorylated Stat3 were restored in the cotreatment group (Figure 5K). These data suggest that the Kdm6a inhibitor possesses biological activity as a leptin sensitizer.

Next, we performed the microinjection of Cre‐expressing adeno‐associated virus (AAV) or control AAV into hypothalamus of Kdm6a^F/Y^ mice, followed by leptin treatment (**Figure** **6**A and Figure S8A, Supporting Information). As indicated in the Figure 6B–D, the rhythm of RER in Cre injection group has been changed that the ratio of RER during dark phage in Cre injection group was significantly higher than that of negative control group after the mice were treated with leptin. These data support the function of Kdm6a in the hypothalamus to mediate the leptin sensitivity. We next performed the stereotactic injection of AAV of vectors, Cre, Cry1, or Cre Plus Cry1 into hypothalamus of Kdm6a^F/Y^ mice (Figure S8B, Supporting Information). There were no significant changes of body weight or food intake before the mice received the leptin treatment (Figure 6E,F). However, the 24 h food intake of Cre injection group was significantly lower than other groups when the mice received the leptin injection (Figure 6G). Meanwhile, there were no significant differences of the food intake or body weight in Cre Plus Cry1 group when compared to the negative control group (Figure 6H). The bodyweight of Cre‐expressing AAV group are significantly lower than the Cre Plus Cry1 group, indicating that Cry1 functions as the key factor for Kdm6a‐mediated sensitivity to leptin in the hypothalamus.

**Figure 6:**
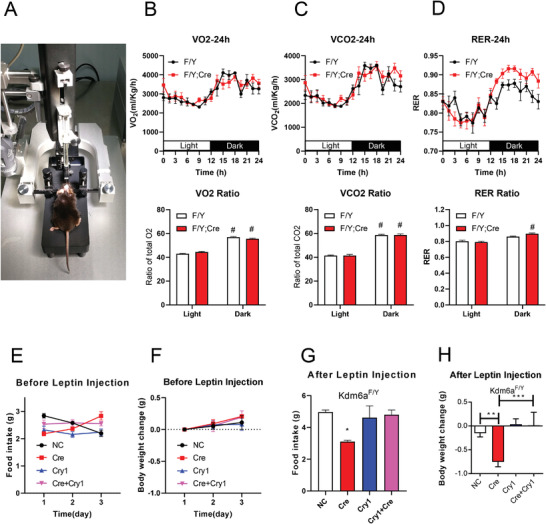
The specific *Kdm6a* knockout in the hypothalamus is responsible to leptin‐reduced the body weight and food intake. A) The mice received AAV of GFP or Cre microinjection in the hypothalamus (*n* = 6 in each group for (A)–(D)). B) Oxygen consumption (VO2) monitored over a 24 h period, shown as averaged values. #*p* < 0.05, light vs dark phage. C) Carbon dioxide production (VCO2) monitored over a 24 h period, shown as averaged values. #*p* < 0.05, light vs dark phage. D) The respiratory exchange rate (RER) was analyzed for 24 h. #*p* < 0.05, light vs dark phage. E) The mice received microinjection with AAV of GFP, Cre, Cry1, or Cre plus Cry1 in the hypothalamus (*n* = 6 in each group for (E)–(H)). Daily food intake before the leptin treatment was recorded. F) Body weight before the leptin treatment. G) Daily food intake after the mice received the leptin treatment. H) Body weight after the mice received the leptin treatment.

### 2.4 KDM6A Expression in the Human Hypothalamus Correlates with ER Stress and Cry1

To determine whether the hypothalamic KDM6A and ER stress described above is relevant in humans, we utilized RNA‐seq data from 121 human hypothalamic tissues from the Genotype‐Tissue Expression (GTEx) project^[^ ^26^ ^]^ to calculate the correlations between *KDM6A* and the expression levels of ER stress‐associated genes (Table S2, Supporting Information). A correlation heatmap using unbiased hierarchical clustering revealed that ER stress‐associated genes were positively correlated with *KDM6A* expression (**Figure** **7**A). For example, as shown in the scatter plot, the expression of *ERN1, CRY1, EIF2AK3, ATF6, ATF6B, GABPA*, and *FOXO3* was positively correlated with *KDM6A* expression (Figure 7B). We also examined the correlations of *KDM6A*‐*ERN1* in different tissues of GTEx database and found that the most significant correlations were in the human brain and whole blood (Figure 7C and Table S3, Supporting Information). The highest correlation value between *KDM6A* and *CRY1* were found in brain and heart tissues. In previously published microarray data, we also found that both the ER stress inducer tunicamycin (Figure 7D) and thapsigargin (Figure 7E) significantly enhanced KDM6A mRNA levels. Together with our mouse data, these results suggest that Kdm6a inhibition sensitizes leptin signaling to reduce obesity‐related properties (**Figure** **8**).

**Figure 7:**
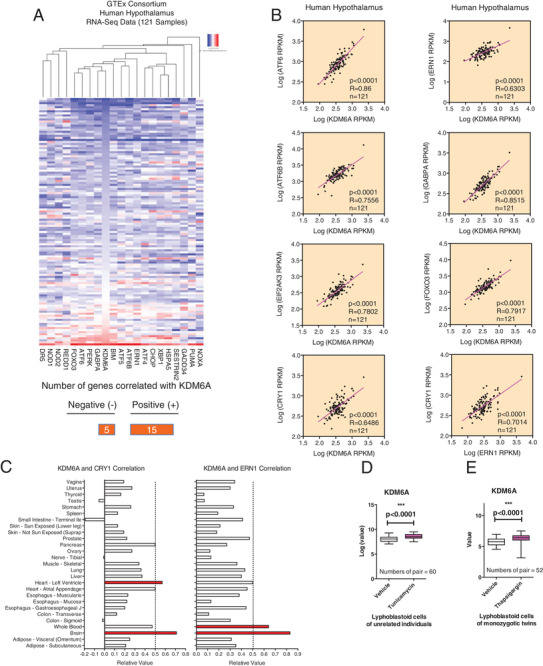
KDM6A expression in the human hypothalamus correlates with ER stress and CRY1. A) A correlation heatmap of KDM6A gene expression and unsupervised ER stress genes in 121 human hypothalamic tissue samples. A histogram of KDM6A gene expression levels is shown to the left of the heatmap. B) Representative scatter plots showing the correlation of KDM6A with the ATF6, ERN1, EIF2AK3, ATF6B, GABPA, FOXO3, and CRY1 genes. The correlation of ERN1 with the CRY1 was also examined. To determine the goodness of fit correlation (*R*), univariate linear regression was used. C) The KDM6A‐ERN1 and KDM6A‐CRY1 correlation was also calculated in different tissues. D) The relative expression of KDM6A in lymphoblastoid cells of unrelated individuals during tunicamycin challenge. E) The well‐known ER stress inducer thapsigargin also increased KDM6A mRNA levels in human lymphoblastoid cells.

**Figure 8:**
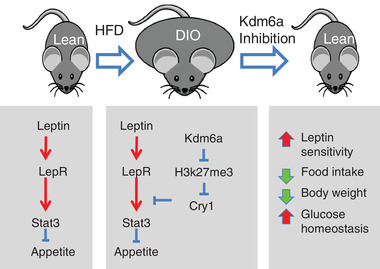
A schematic illustration of the proposed model in which Kdm6a inhibition sensitizes leptin signaling to reduce obesity‐related properties.

## 3 Discussion

Obesity is characterized by hyperphagia and decreased energy consumption due to leptin resistance. Both the DIO mouse model and clinically obese patients exhibit very high blood concentrations of leptin. ER stress is deeply involved in leptin resistance. Many efforts have aimed to restore ER homeostasis and improve leptin resistance. However, limited data are available regarding the role of the H3k27me3 modification during ER stress stimulation. The H3k27me3 modification is specifically methylated by Ezh2 and demethylated by the Kdm6 family, which comprise Kdm6a and Kdm6b. In this study, we first induced ER stress with tunicamycin stimulation and validated that this treatment reduces the H3k27me3 modification via both the upregulation of Kdm6a and the downregulation of Ezh2. Furthermore, both *Kdm6a* knockout and pharmacological inhibition could reverse the decrease in H3k27me3 levels on target genes associated with ER stress. These findings encouraged us to examine the effect of Kdm6a inhibition in a mouse model of diet‐induced obesity.

Consistent with this notion, we found that Kdm6a deficiency was effective in hyperleptinemic and leptin‐resistant DIO mice and had minimal or no effect on lean, ob/ob, or db/db mice. Additional evidence revealing that the Kdm6a inhibitor can act as a leptin sensitizer comes from experiments in which we analyzed the physiological and biochemical responses to exogenous leptin administration. Our hypothesis concerning the ineffectiveness of GSK‐J4 in ob/ob mice was based on deficient leptin in the mouse model; exogenous administration of functional leptin in GSK‐J4‐pretreated ob/ob mice should have a greater effect than individual leptin treatment in ob/ob mice. Indeed, we found that when the GSK‐J4‐pretreated ob/ob mice were injected with leptin, food consumption and body weight were both significantly reduced relative to those in the vehicle‐pretreated mice. Although there are both deficiency of leptin signaling in ob/ob and db/bd mice, the reasons are different. The db/db mice are lack of functional leptin receptors, while the ob/ob mice are lack of functional leptin hormone. Therefore, only the ob/ob mice can respond the exogenous leptin injection. As for the increased leptin concentration by Kdm6a inhibitor, the leptin is mainly produced by adipocytes. The basal concentrations of leptin in the serum of db/db mice are much higher than that of ob/ob mice. Further examination should be performed to examine whether the Kdm6a inhibitor could stimulate the leptin production from the adipose of ob/ob mice.

We found that reduction of Cry1 through H3k27me3 modification by deactivation or removal of Kdm6a improves the properties of diet‐induced obesity. This is consistent with the published data that Cry1 KO mice are resistant to DIO. It is known that Cry1 mRNA exhibits robust circadian changes with nearly twofold changes.^[^ ^27^, ^28^ ^]^ And we also observed the most relevant correlation between KDM6A and CRY1 in the human hypothalamus, indicating that the KDM6A‐CRY1 interaction also exists in the human brain. However, the time of death also affects the Cry1 expression in post mortem human tissues. Further examination should be considered to examine the KDM6A‐CRY1 correlation more precisely in the human tissues.

Currently, there is no evidence that directly supports changes of Kdm6a in the hypothalamus reduce obesity phenotype. Both conditional KO and inhibitor treatment affects Kdm6a in any tissues in the body. We could not exclude the possibility that other mechanisms are involved in affecting the Cry1 expression. In site knock out the Kdm6a in the hypothalamus will greatly explain the role of Kdm6a. Actually, in Cry1^−/−^ mice, only partial resistance to HFD‐induced obesity was observed (≈18%),^[^ ^19^, ^22^ ^]^ while in the current study, a much greater effect was observed in body weight reduction following Kdm6a inhibition, which may suggest that Cry1 is not the only mediator and additional studies are needed to fully understand the underlying molecular mechanism.

The hypothalamus contains multiple nuclei important in homeostasis. Those include the master circadian pacemaker and other nuclei that regulate food intake, sleep, and core body temperature. These other nuclei have their own autonomous circadian oscillators of which the phase is antiphasic to the master circadian pacemaker. Cry1 is known to be rhythmic. Therefore, the timing of sampling and nuclei including the hypothalamus sample will affect Cry1 expression. We dissected the whole hypothalamus and these samples include most of nuclei of this part of brain. In fact, these methods are consistent to the previous studies, this procedure are easy to find the whole picture of the expression pattern.^[^ ^25^, ^29^ ^]^ However, in order to find the detailed Cry1 expression pattern, such as in which are the most important nuclei, further examinations with in situ hybridization or immunohistochemistry assays should be performed.

Notably, in most human populations, there is a strong association between obesity and acute lymphoblastic leukemia (ALL) leukemia, but the underlying mechanisms remain poorly understood.^[^ ^30^, ^31^, ^32^ ^]^ Patients with ALL have a high risk of obesity after treatment.^[^ ^33^, ^34^ ^]^ In addition, diet‐induced obesity can accelerate the development of ALL in mouse models.^[^ ^35^ ^]^ The leptin signaling pathway is also desensitized in ALL patients, even after the tumor has been cured, leading to the development of obesity following treatment. Importantly, the body mass index of ALL patients correlates with poor prognosis.^[^ ^36^ ^]^ Any attempt to improve leptin sensitivity will enhance the outcome of ALL patients and prevent recurrence, and the upregulation of leptin receptors by fasting can block the development of ALL.^[^ ^37^ ^]^ These data suggest that ALL treatments that promote resensitization to leptin might attenuate both obesity and ALL. The natural compounds withaferin A and celastrol belong to this class of leptin sensitizers^[^ ^25^, ^29^, ^38^ ^]^ and anti‐ALL agents.^[^ ^39^ ^]^ Our study thus supports GSK‐J4 as another candidate that possesses potential benefits for both obesity and ALL. As GSK‐J4 affects both Kdm6 members, further efforts should be performed to examine the contribution on Kdm6b in mediating the leptin sensitivity in the future study.

In summary, we found that the inhibition of Kdm6a is a promising leptin sensitization strategy for reducing food intake and body weight in obese mice. This study provides a new target for antiobesity strategies, expands the potential applications of Kdm6a inhibitors to combat obesity.

## 4 Experimental Section

### Cell Culture

MEFs were isolated from mice on postcoital day 12.5–13.5. Briefly, embryos were dissected into 10 mL of sterile phosphate buffer saline, voided of internal organs, and sheared through 18‐gauge syringes in the presence of 0.25% trypsin/1 × 10^−3^ m ethylene diamine tetraacetic acid. After a 15 min incubation with gentle shaking at 37 °C, dulbecco's modified eagle medium with 10% fetal bovine serum was added to inactivate trypsin. The cells were plated onto 100 mm cell culture dishes and incubated for 24 h at 37 °C. Adherent cells were used as MEFs. All MEFs in this study were used within five passages.

### Chemical Preparation

GSK‐J4 was purchased from Selleck (S7070), while tamoxifen (T5648) and glucose (G8270) were purchased from Sigma, insulin was purchased from Novo Nordisk (novolin R), and leptin was purchased from R&D Systems (498‐OB).

### Animals

The Kdm6a^F/Y^ and Kdm6a^F/F^ (Jackson Laboratory stock number 024177)^[^ ^40^ ^]^ and UBC‐Cre/ERT2 (Jackson Laboratory stock number 007179)^[^ ^41^ ^]^ mouse strains have been described previously. The mice were backcrossed with wild‐type C57BL/6J mice for at least ten generations. The mice were housed in a temperature‐controlled room (22 °C) with a 12 h light/dark cycle (light phage last from 8 a.m. to 8 p.m.; dark phage last from 8 p.m. to 8 a.m.) and given free access to food and water. The primers used for genotyping are listed in Table S5 in the Supporting Information. Ablation of the Kdm6a allele in vivo using the Cre/ERT2‐recombinase was achieved by daily i.p. injection of tamoxifen dissolved in corn oil (150 µL at 10 µg µL^−1^ to achieve a dose of 75 mg kg^−1^) over four consecutive days. For pharmacological inhibition of Kdm6a demethylase activity in vivo, GSK‐J4 dissolved in 2% dimethyl sulfoxide and H_2_O (final concentration at 3 mg mL^−1^ to achieve a dose of 30 mg kg^−1^ in vivo) was administered by daily i.p. injection at 10 a.m. (Zeitgeber times (ZTs) 2 h) over the course of 21 d (with ZT 0 defined as lights on and ZT 12 as lights off).

Animal experiments were performed in accordance with the relevant ethical regulations of the Shanghai Ninth People's Hospital. The study was approved by the Animal Experimental Ethics Committee of Shanghai Ninth People's Hospital, affiliated with the Shanghai Jiao Tong University School of Medicine. To induce the DIO model, six‐week‐old male mice were fed with either an HFD (60 kcal % fat content; Research Diets Formula D12331; Research Diets, Inc., New Brunswick, NJ) or a standard chow diet (ND; 11 kcal % fat content; Research Diets Formula D12329; Research Diets, Inc.) for 16 weeks. Body weight was recorded at the second hour of light phage weekly throughout the study. The mice were sacrificed by cervical dislocation. Tissues were collected from each mouse, snap frozen in liquid nitrogen and stored at −80 °C. Eight‐ or nine‐week‐old ob/ob, db/db mice were maintained on a standard chow diet.

For the intracerebral injection, Kdm6a^F/Y^ mice were anesthetized and received bilateral stereotaxic injections of adeno associated virus expressing green fluorescent protein (GFP), Cre, or Cry1 into the hypothalamus (1.6 mm posterior to the bregma, ±0.3 mm lateral to the midline, and 6 mm below the surface of the skull). The injection volume of 2 µL was delivered (0.25 µL min^−1^) in two injections into the hypothalamus. The adeno associated virus was purchased from Hanbio, China. After the mice received the intracerebral injection for 10 d, the leptin (0.1 mg kg^−1^) were injected i.p. for 2 d.

### Metabolic Rate and Physical Activity

Food intake, metabolic consumption, and locomotor activity were determined for animals fed ad libitum using the comprehensive laboratory animal monitoring system (Columbus Instruments, USA) according to the manufacturer's instructions. After mice could acclimate to the cage for 24 h, carbon dioxide (VCO2) and oxygen uptake (VO2) were measured, RER were calculated for the following 24 h. Voluntary activity was monitored from the *x*‐axis beam breaks collected every hour.

### Microcomputed Tomography Analysis

The hepatic structure and fatty liver measurement were evaluated using microcomputed tomography (µCT40, Scanco Medical, Switzerland), according to the previously reported methods.

### Leptin Administration to ob/ob Mice

Eight‐week‐old male ob/ob mice were treated with either vehicle or GSK‐J4 (30 mg kg^−1^) for seven consecutive days. On the eighth day, each group of mice was divided into two subgroups and each subgroup was injected with either saline or leptin (0.1 mg kg^−1^), together with vehicle or GSK‐J4, for two more weeks. Therefore, there were four groups: vehicle plus saline, vehicle plus leptin, GSK‐J4 plus saline, and GSK‐J4 plus leptin. The food intake and body weight were recorded of each mouse twice per week.

### OGTT and ITT

For the OGTT, the mice were fasted for 15 h (starting at 6 p.m. and lasting until 9 a.m.) and glucose (1 g kg^−1^ for lean mice and mice with DIO; 0.5 g kg^−1^ for *ob/ob* and *db/db* mice) was administered per os (P.O.). Blood glucose levels were measured from the tail before oral administration and 15, 30, 60, 90, and 120 min after administration.

For the ITT, the mice were fasted for 6 h, starting at 8 a.m. and lasting until 2 p.m. Recombinant human insulin (1 IU kg^−1^ for lean mice and mice with DIO; 2 IU kg^−1^ for *ob/ob* and *db/db* mice) was administered i.p. Blood glucose levels were measured from the tail before insulin administration and 15, 30, 45, and 60 min after administration.

### Hormone and Metabolite Measurements in Mouse Serum

The corresponding enzyme linked immunosorbent assay (ELISA) or assay kits were utilized according to the manufacturers’ instructions to measure plasma leptin (R&D), insulin (Millipore), cholesterol (Roche), and triglycerides (Roche). 5 µL of serum sample was used from lean mice and 5 µL of 5 × diluted serum sample from mice with DIO and db/db mice for the leptin ELISA. 5 µL of serum was used from lean mice, mice with DIO and ob/ob or db/db mice for the insulin ELISA, 3 µL for the cholesterol assay, and 3 µL for the triglyceride assay.

### H&E Staining

At the end of the treatment period, the adipose and liver tissue were dissected and it was stored in 10% buffered formalin phosphate. Paraffin‐embedded sections were H&E stained.

### Chromatin Immunoprecipitation (ChIP)

MEFs were treated with or without tunicamycin (1 µg mL^−1^) for 6 h. ChIP assays were performed using an EZ ChIP kit (Cell Signaling Technology, 9003). Briefly, MEFs (1 × 10^7^ cells) were fixed with 1% formaldehyde and then neutralized by adding 0.125 m glycine. Cells were collected and lysed in cell lysis buffer containing sodium dodecyl sulfate (SDS) and a cocktail of protease inhibitors. The lysates were sonicated to obtain soluble chromatin with an average length of 500 bp. After a 1:10 dilution in dilution buffer, the chromatin solutions were precleared and incubated with IgG or anti‐H3k27me3 antibodies. Next, the mixtures were incubated overnight at 4 °C on a rotating platform. The immunocomplexes were captured by protein A/G‐Sepharose beads. After extensive washing, the bound DNA fragments were eluted, and the resulting DNA was subjected to real‐time PCR analysis using the ChIP primer pairs listed in the Table S5 in the Supporting Information.

### ChIP‐Seq by Illumina HiSeq

ChIP samples were quantified using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) and qualified by Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA, USA). Next generation sequencing library preparations were constructed following the manufacturer's protocol (NEBNext UltraII DNA Library Prep Kit for Illumina). For each sample, At least 10 ng ChIP product was used for library preparation. The ChIP product was treated with End Prep Enzyme Mix for end repairing, 5’ Phosphorylation and dA‐tailing in one reaction, followed by ligation to adaptors with a “T” base overhang. Adaptor‐ligated DNA was then recovered using AxyPrep Mag PCR Clean‐up (Axygen). Each sample was then amplified by PCR for eight cycles using P5 and P7 primers, with both primers carrying sequences which can anneal with flowcell to perform bridge PCR and P7 primer carrying a six‐base index allowing for multiplexing. The PCR products were cleaned up using AxyPrep Mag PCR Clean‐up, validated using an Agilent 2100 Bioanalyzer, and quantified by Qubit 2.0 Fluorometer. Then libraries with different indexes were multiplexed and loaded on an Illumina HiSeq instrument according to manufacturer's instructions (Illumina, San Diego, CA, USA). Sequencing was carried out using a 2 × 150 paired‐end configuration; image analysis and base calling were conducted by the HiSeq Control Software + offline basecaller + GAPipeline‐1.6 (Illumina) on the HiSeq instrument. The sequences were processed and analyzed by GENEWIZ. The data that support the findings of this study have been deposited in gene expression omnibus (GEO) with the accession codes GSE131068.

### Immunoblotting Analysis

The cells were lysed in lysate solution, and the proteins were separated on 8, 10, or 12% SDS‐polyacrylamide gel electrophoresis gels and transferred to polyvinylidene fluoride membranes. Next, 5% milk powder‐containing buffer was used to reduce the nonspecific background. Bands were detected using various antibodies as indicated. The membranes were incubated with primary antibodies at 4 °C overnight and secondary antibodies for 2 h at room temperature before exposure to an AI600 system in the dark for band detection. The catalog numbers of the primary antibodies are listed in Table S4 in the Supporting Information.

### mRNA Microarray Analysis

The hypothalamic tissues were collected at ZT 6 h. The mRNA expression profiles were investigated using the Agilent SurePrint G3 Mouse GE V2.0 array 8 × 60 K (Shanghai OE Biotech, China). The data that support the findings of this study have been deposited in GEO with the accession codes GSE115113. The RNA samples were first reverse transcribed into cDNA and these cDNA samples were then labeled using a Low Input Quick‐Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). Labeled cDNA samples were used as probes to hybridize to mRNA microarrays. After the samples were hybridized, the microarrays were scanned with an Agilent microarray scanner. Feature Extraction software (version 10.7.1.1, Agilent Technologies) was used to analyze array images to obtain raw data. GeneSpring software (version 14.8, Agilent Technologies) was employed to finish the basic analysis of the raw data. Initially, the raw data were normalized using the quantile algorithm. The probes with at least 100% of samples in any one condition out of two conditions having flags that indicate “Detected” were chosen for further data analysis. Differentially expressed mRNAs were then identified through fold change, and *p* values were calculated using *t*‐tests. The thresholds set for up‐ and downregulated genes were a fold change ≥ 1.5 and a *p*‐value ≤ 0.05.

### Reverse‐Transcription Polymerase Chain Reaction and Quantitative PCR Assays

The quantitative PCR was performed using an ABI Prism 7300 system (Applied Biosystems, USA) and SYBR Green (Takara, Dalian, China). For PCR, up to 1 µL of cDNA was used as a template. The thermal cycling conditions were 95 °C for 10 s followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. A primer efficiency of >90% was confirmed with a standard curve spanning four orders of magnitude. Following the reactions, the raw data were exported using 7300 System Software 4 v1.3.0 (Applied Biosystems) and analyzed. The primers used are listed in Table S5 in the Supporting Information.

### Statistical Analysis

Figures were produced using GraphPad prism software. Animals were randomized based on blood glucose. Based on extensive experience with the mouse models of obesity and diabetes (for example, assay sensitivity, the different animal strains used, mortality rate) and given the planned analytical framework, the number of mice per group that would be required to detect effects of interest at the *p* < 0.05 level of significance was estimated. The numbers of technical replicates or biological replicates (independent experiments for cell culture, or individual mouse for in vivo) in each group were stated in the figure legends. All values are means ± s.e.m. in bar graphs. For box plots, centerlines represent the median; limits represent quartiles; whiskers represent minimum and maximum values. Unpaired Student's *t*‐tests with no assumption of equal variance were used for comparisons between two groups. To determine goodness of fit correlation (*R*), univariate linear regression was used. For comparisons of more than two groups, Analysis of Variance (by general linear model) was used. When overall *F* test were significant (*p* < 0.05), post hoc comparisons using Tukey's method of adjustment were conducted to determine the location of any significant pairwise differences. Analysis was performed using GraphPad prism software (La Jolla, CA). A two‐sided *p* < 0.05 was considered statistically significant. The mice were excluded if they died before the end of the designated study period.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

# Supplementary material for: Restoration of H3k27me3 Modification Epigenetically Silences Cry1 Expression and Sensitizes Leptin Signaling to Reduce Obesity‐Related Properties
**Source:** Adv Sci (Weinh). 2021 May 13;8(14):2004319. doi: 10.1002/advs.202004319
**Supplement:** Supplementary file 1 — Supporting Information

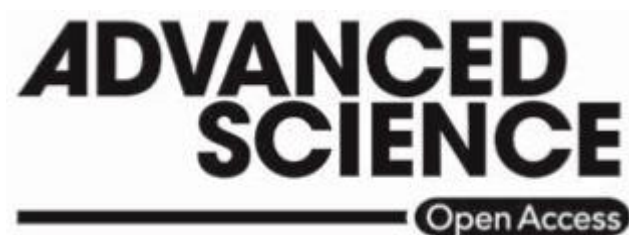

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202004319

Restoration of H3k27me3 modification epigenetically silences Cry1 expression and sensitizes leptin signaling to reduce obesity-related properties

*Yan Wei*<sup>1,#</sup>, *Jun Chen*<sup>2,3,#</sup>, *Xing Xu*<sup>2,3,#</sup>, *Fan Li*<sup>2,3</sup>, *Kun Wu*<sup>2,3</sup>, *Yingying Jiang*<sup>2,3</sup>, *Yuqing Rao*<sup>4</sup>, *Chen Zhao*<sup>1</sup>, *Wantao Chen*<sup>2,3,\*</sup>, *Xu Wang*<sup>2,3,\*</sup>

## **Supplementary Materials**

Supplementary Introduction

Supplementary Results

Supplementary Methods and materials

Supplementary Figure 1. H3k27me3 modifications are significantly reduced during tunicamycin-induced ER stress in MEFs.

Supplementary Figure 2. The differentially expressed genes were enriched by using terms from the KEGG pathway.

Supplementary Figure 4. Inducible knockout of Kdm6a reduces the body weight and food intake of DIO mice but not lean mice.

Supplementary Figure 5. The Kdm6a inhibitor GSK J4 reduces the body weight and food intake of DIO mice but not lean mice.

Supplementary Figure 3. Significantly 1.5-fold changed genes in circadian entrainment pathway enriched in KEGG database.

Supplementary Figure 6. The Kdm6a inhibitor GSK J4 cannot reduce the body weight and food intake of db/db mice.

Supplementary Figure 7. The Kdm6a inhibitor GSK J4 cannot reduce the body weight and food intake of ob/ob mice.

Supplementary Figure 8. The stereotactic injection of AAV into hypothalamus of Kdm6a<sup>F/Y</sup> mice.

Supplementary Table 1. Serum data from HFD, ND, db/db, ob/ob mice.

Supplementary Table 2. Expression profile of ER stress genes correlated with KDM6A in the Hypothalamus of GTEx Consortium.

Supplementary Table 3. Correlation value between KDM6A and ER stress genes.

Supplementary Table 4. Primary antibody list.

Supplementary Table 5. Oligonucleotide primer list.

Supplementary Table 6. Target sequence list of RNA interference.

## **Supplementary Intruduction**

The perturbations of ER homeostasis that are triggered predominantly by the accumulation of unfolded proteins lead to the development of a condition referred to as ER stress, which subsequently activates a complex signaling cascade called the unfolded protein response (UPR)<sup>18</sup>. The UPR has three integrated aims: to initially restore normal cell function by halting protein translation, to degrade misfolded proteins, and to activate the signaling pathways that lead to increased production of molecular chaperones involved in protein folding, such as heat shock protein  $\alpha 5$  (Hspa5)<sup>19</sup>. If these objectives are not achieved within a certain time window or if the distribution is prolonged, the UPR proceeds towards apoptosis to prevent further damage to the body. There are three main signaling pathways involved in the UPR, including endoplasmic reticulum to nucleus signaling 1 (Ern1), eukaryotic translation initiation factor 2  $\alpha$  kinase (Eif2ak3) and activating transcription factor 6 (Atf6). Ern1 can activate the transcription factor X-box binding protein 1 (Xbp1)<sup>20</sup>. Importantly, ER stress is tightly linked to the pathophysiology of several metabolic diseases<sup>21</sup>, including obesity. Previous observations revealed that increased ER stress in the brain plays a central role in the development of leptin resistance and consequently, obesity<sup>22</sup>. It has been reported the natural product celastrol to reduce ER stress dramatically improves leptin sensitivity and reverse obesity<sup>23</sup>. More recently, a paper from the same group further reported that IL1R is required in the celastrol-induced anti-obese effect<sup>24</sup>. Progress in epigenetics has gradually revealed the important role of ER stress in regulating bodily functions. However, the physiological influence of Kdm6a-mediated demethylation on H3k27me3 during ER stress remains largely elusive.

## **Supplementary Results**

### ***An ER stress inducer decreases the H3k27 trimethylation (H3k27me3) modification in mouse embryo fibroblasts (MEFs)***

To examine the effect of ER stress on histone modification, MEFs were treated with tunicamycin for 6 h. We noticed a gradual decrease in the H3k27me3

modification and a slightly reduction of H3k4me3 during ER stress (Supplementary Figure 1A and Supplementary Figure 2A). We performed the ChIP-Seq assay to examine how many genes H3k27me3 and H3k4me3 modifications significantly influenced. In line with the roles of H3k27me3 in the regulation of gene transcriptions, annotation of the peak in genomic positions to the closest genes indicated that many peaks were positioned after the transcription start site (TSS). The tunicamycin treatment significantly attenuated H3k27me3 modification in the mouse genome (Supplementary Figure 1B). When compared to the 23,008 H3k27me3 peaks of Vehicle group, the number of unique peaks under tunicamycin is 16,403 (Supplementary Figure 1C). The differentially expressed genes were enriched by using terms from the KEGG pathway (Supplementary Figure 2H and I).

Next, we examined how the H3k27me3 modification was decreased. According to the immunoblotting assays, the protein level of the H3k27me3-specific methyltransferase Ezh2 was significantly decreased in a dose-dependent manner (Supplementary Figure 1A and Supplementary Figure 2A). However, we observed different changes in Kdm6a and Kdm6b, both of which specifically demethylate the H3k27me3 modification. The protein levels of Kdm6a were moderately increased, while those of Kdm6b were downregulated (Supplementary Figure 1A and Supplementary Figure 2A). Moreover, the tunicamycin treatment stimulated the upregulation of *Kdm6a* mRNA and, to a lesser extent, *Kdm6b*, as well as the upregulation of various ER stress target genes, including *Ern1*, *Eif2ak3* and *Atf6*. However, the mRNA levels of *Ezh2* were not obviously changed (Supplementary Figure 1D). These data indicated that Kdm6b and Ezh2 levels were decreased, likely via posttranslational modification during ER stress.

As there are three major signaling pathways associated with ER stress, we next examined the possible pathways that mediate tunicamycin-induced *Kdm6a* mRNA elevation. After siRNA-mediated knockdown of endogenous *Ern1*, *Eif2ak3* or *ATF6* in MEFs, we observed that the si-*Ern1*-treated MEFs possessed the lowest Kdm6a mRNA levels during tunicamycin challenge for 6 h (Supplementary Figure 1E). Furthermore, Kdm6a protein levels were also markedly decreased after si-*Ern1*

treatment in MEFs (Supplementary Figure 1F and Supplementary Figure 2B and H). On the other hand, ectopic expression of *Ern1* in MEFs led to elevated mRNA and protein levels of *Kdm6a* (Supplementary Figure 1G-H and Supplementary Figure 2C). These data indicate that *Ern1* likely functions as an upstream regulatory factor that can transcriptionally activate *Kdm6a* expression during ER stress.

To further examine the correlation between H3k27me3 modification and ER stress gene expression, we performed immunoblotting assays. Consistent with a critical role of *Kdm6a* in this process, *Kdm6a*-deficient or GSK-J4-treated MEFs were relatively more resistant to tunicamycin-induced decreases in total H3k27me3 levels (Supplementary Figure 1I-J and Supplementary Figure 2D-E), leading to reduced *Ern1* and *Eif2ak3* expression (Supplementary Figure 1K). These data suggest that inhibiting *Kdm6a* could restore H3k27me3 modification and compromise ER stress. Notably, treatment with GSK-J4 restored the phosphorylation of Stat3 after leptin stimulation (Supplementary Figure 1L and Supplementary Figure 2F-G). Taken together, these results suggest that H3k27me3-mediated silencing is globally restored upon *Kdm6a* inhibition.

We found that ER stress induced nearly 4-fold expression of *Kdm6a*, which was reduced by half by si*Ern1*. The si*Atf6*/si*Eif2ak3* also exhibited an effect. Therefore, even *Ern1* may be dominant, *Atf6*/si*Eif2ak3* shall contribute as well. Of note, such experiments were performed in MEF but not in the mouse hypothalamic neurons. Further examination should be performed in the brain to identify whether *Ern1*, *Atf6* or *Eif2ak3* mediate the *Kdm6a* up regulation.

## **Supplementary Methods and materials**

### *RNA interference*

Two small RNA fragments for each gene and one negative control (a scrambled sequence) were synthesized by Ribobio Company, China. The target sequences to each gene were listed in the Supplementary Table 6. MEFs were transfected with different siRNAs using Lipofectamine 2000 (Life Technologies). Realtime PCR analysis was used to confirm the knockdown effect 24 h later.

# Supplementary Figure 1

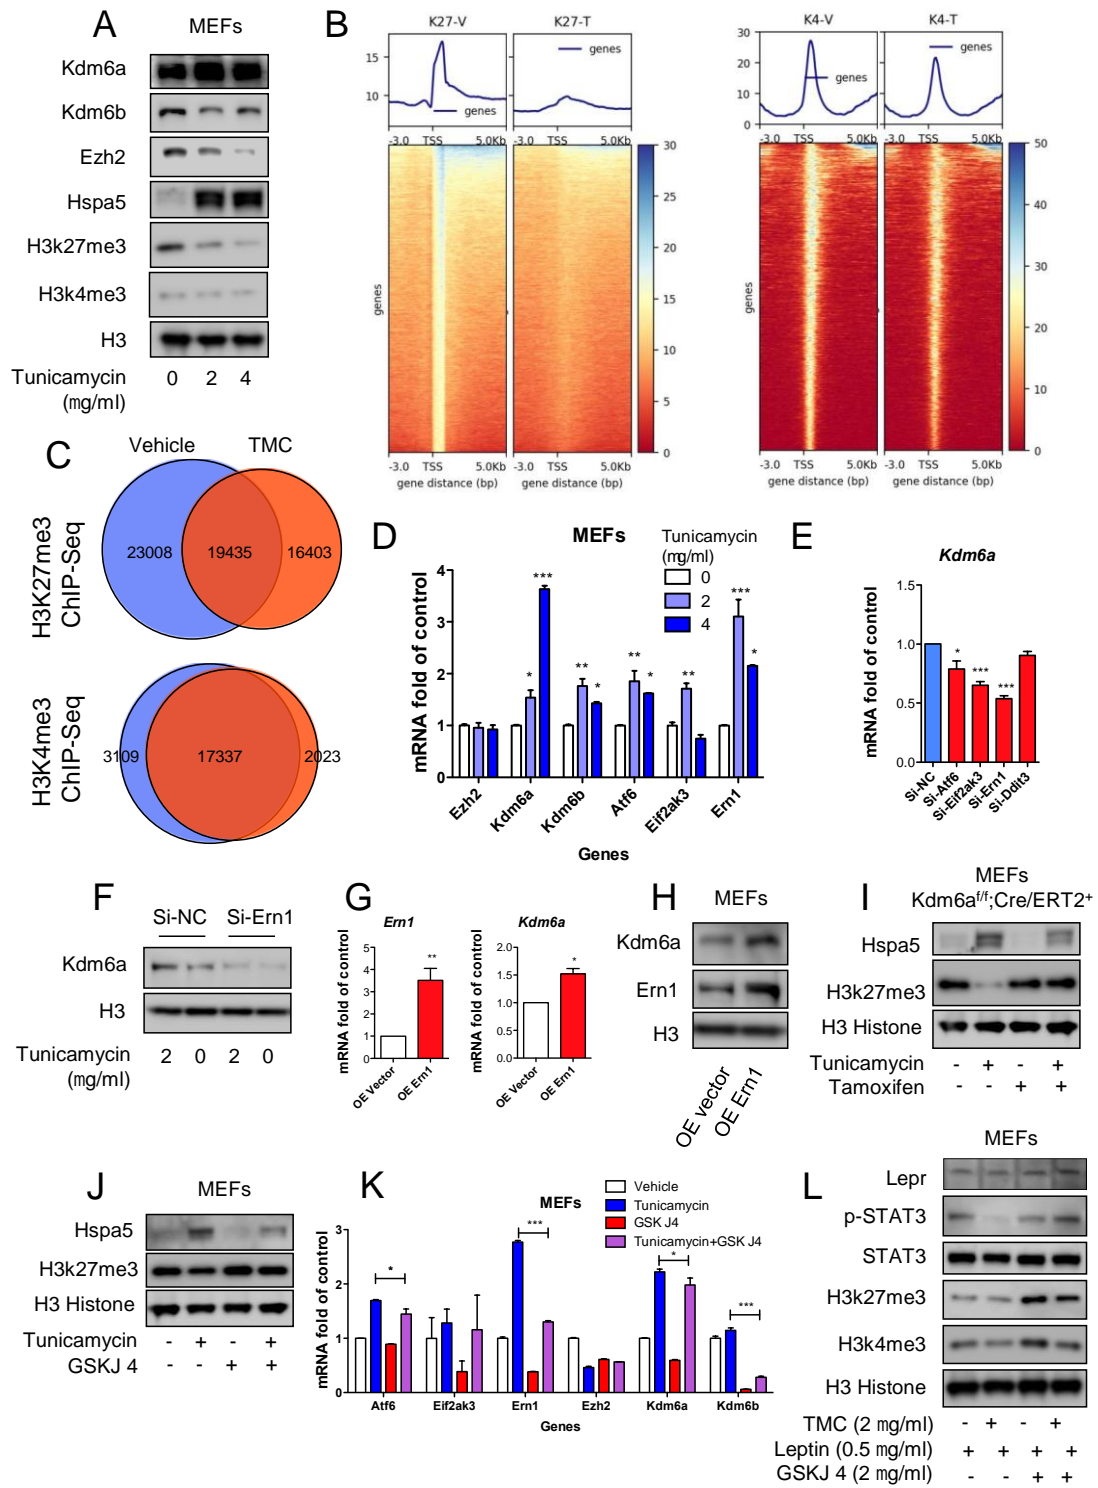

**Supplementary Figure 1. H3k27me3 modifications are significantly reduced during tunicamycin-induced ER stress in MEFs.**

A. Ezh2, Kdm6b and H3k27me3 levels were reduced, while Hspa5 and Kdm6a levels were increased in tunicamycin-treated MEFs. The quantified data were shown in the Supplementary Figure 2.

B. Heatmaps of H3k27me3 and H3k4me3 ChIP-Seq signals at TSS in Vehicle and tunicamycin treated MEFs.

C. Venn diagram showing the numbers of genes harboring H3k27me3 or H3k4me3 peaks in Vehicle and tunicamycin treated MEFs.

D. Tunicamycin induced *Kdm6a* and *Ern1* mRNA expression but not *Ezh2* mRNA expression in MEFs after 6 h of treatment. (n=3)

E. Real-time PCR assay showing that the depletion of *Ern1* by siRNA retarded tunicamycin treatment-induced *Kdm6a* mRNA induction in MEFs. (n=3)

F. The protein levels of Kdm6a were decreased in *Ern1*-specific siRNA-treated MEFs, even after tunicamycin stimulation.

G. Real-time PCR assay indicating that *Kdm6a* mRNA levels were also increased upon ectopic expression of *Ern1* in MEFs. (n=3)

H. The protein levels of Kdm6a were increased upon ectopic expression of *Ern1* in MEFs.

I. In the *Kdm6a<sup>F/Y</sup>;Cre/ERT2<sup>+</sup>* MEFs, the tamoxifen-induced loss of *Kdm6a* retarded the reduction of H3k27me3 after tunicamycin treatment for 6 h.

J. The Kdm6a inhibitor GSK-J4 reversed the reduction of H3k27me3 after tunicamycin treatment for 6 h.

K. GSK-J4 treatment reduced *Ern1*, *Eif2ak3* and *Atf6* mRNA levels in the tunicamycin treated MEFs. All values in bar graphs represent the mean±s.e.m., n=3.

L. Immunoblotting assay indicating that GSK-J4 restored the phosphorylation of Stat3 and H3k27me3 during ER stress.

# Supplementary Figure 2

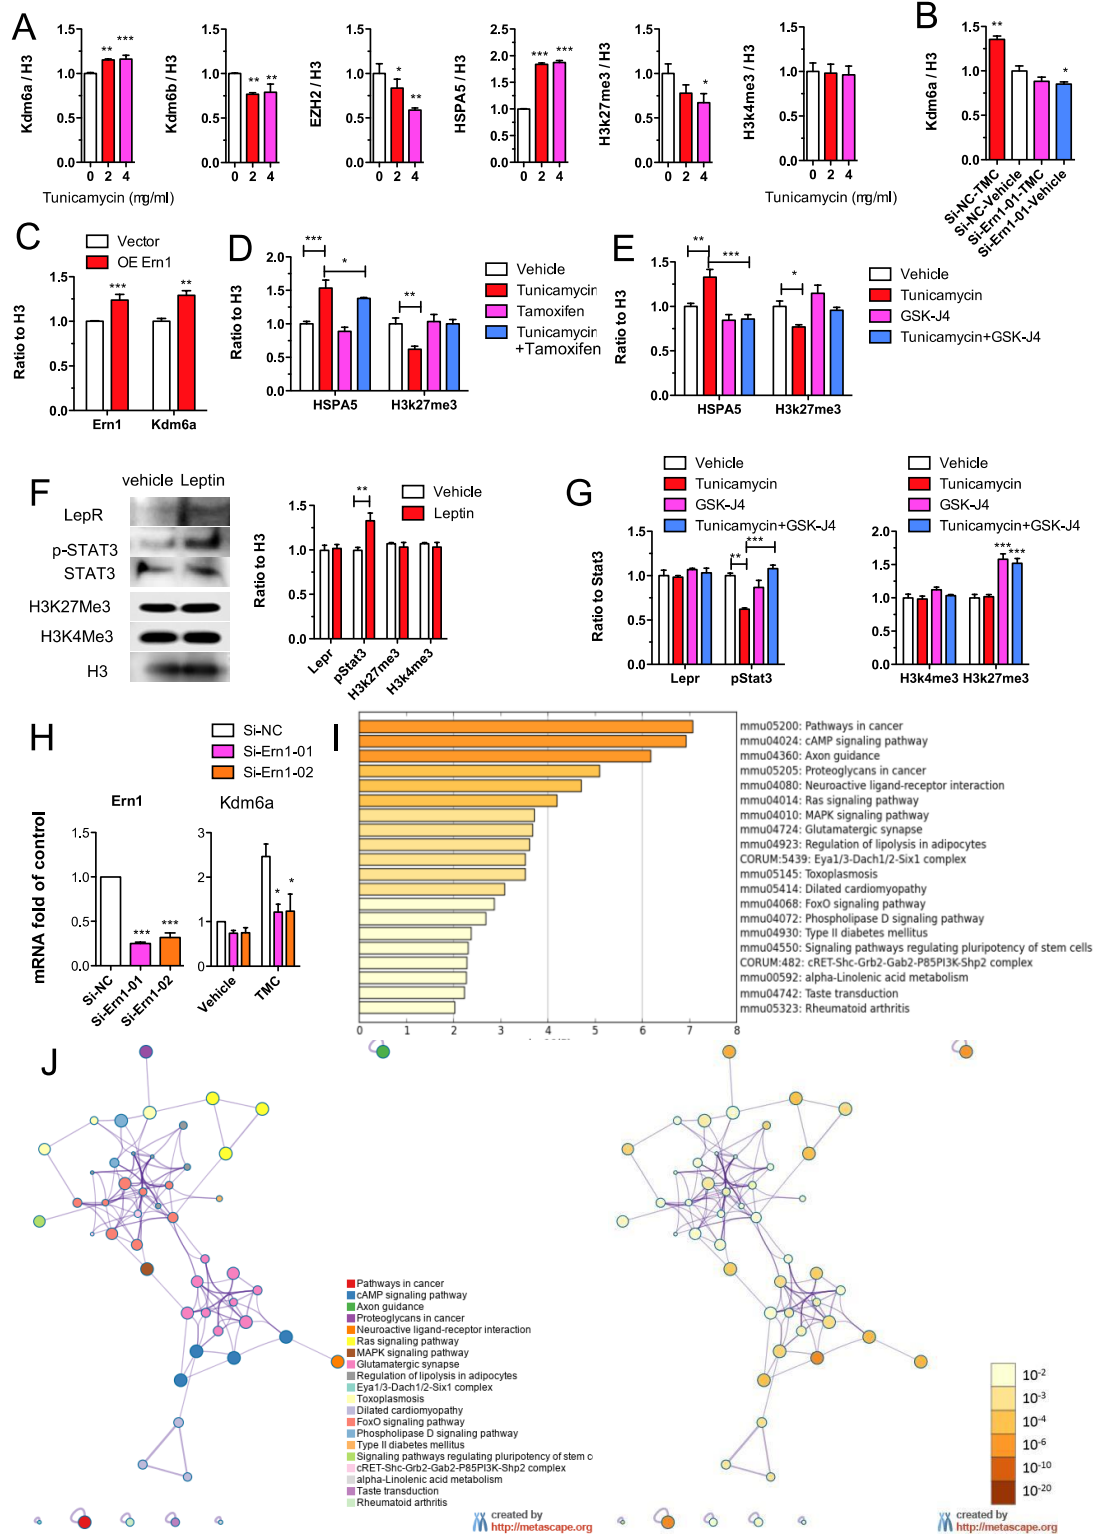

**Supplementary Figure 2. The differentially expressed genes were enriched by using terms from the KEGG pathway.**

- A. The quantity data of Supplementary Figure 1A. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared to control group,  $n=3$  for A-H.
- B. The quantity data of Supplementary Figure 1F.
- C. The quantity data of Supplementary Figure 1H.
- D. The quantity data of Supplementary Figure 1I.
- E. The quantity data of Supplementary Figure 1J.
- F. The immunoblotting image of MEFs treated with vehicle or leptin, as well as the quantity data
- G. The quantity data of Supplementary Figure 1L.
- H. Realtime PCR for the RNAi specificity and efficiency of two si-Ern1 RNAs in MEFs
- I. KEGG enrichment of signal pathway in the ChIP-Seq assay with H3k27me3 antibody.
- J. The enrichment of protein-protein interaction based on the ChIP-Seq data.

### Supplementary Figure 3

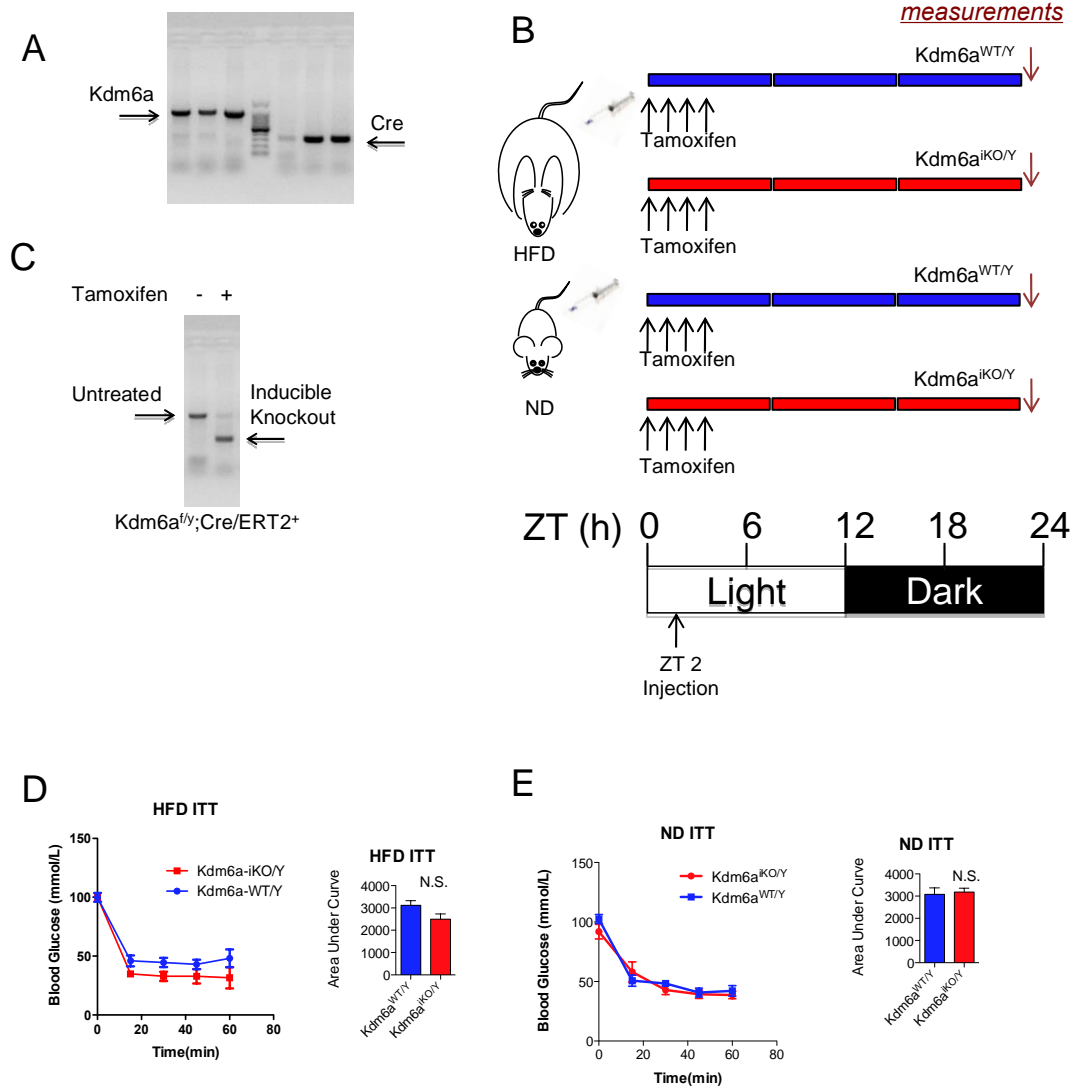

**Supplementary Figure 3. Inducible knockout of Kdm6a reduces the body weight and food intake of DIO mice but not lean mice.**

- A. Establishment of Kdm6a<sup>iKO/Y</sup> mice.
- B. A schematic illustration of Kdm6a inducible knockout.
- C. Validation of Kdm6a inducible knockout with PCR assays.
- D. The ITT assay to examine the sensitivity to insulin in DIO mice.
- E. The ITT assay to examine the sensitivity to insulin in normal diet mice.

## Supplementary Figure 4

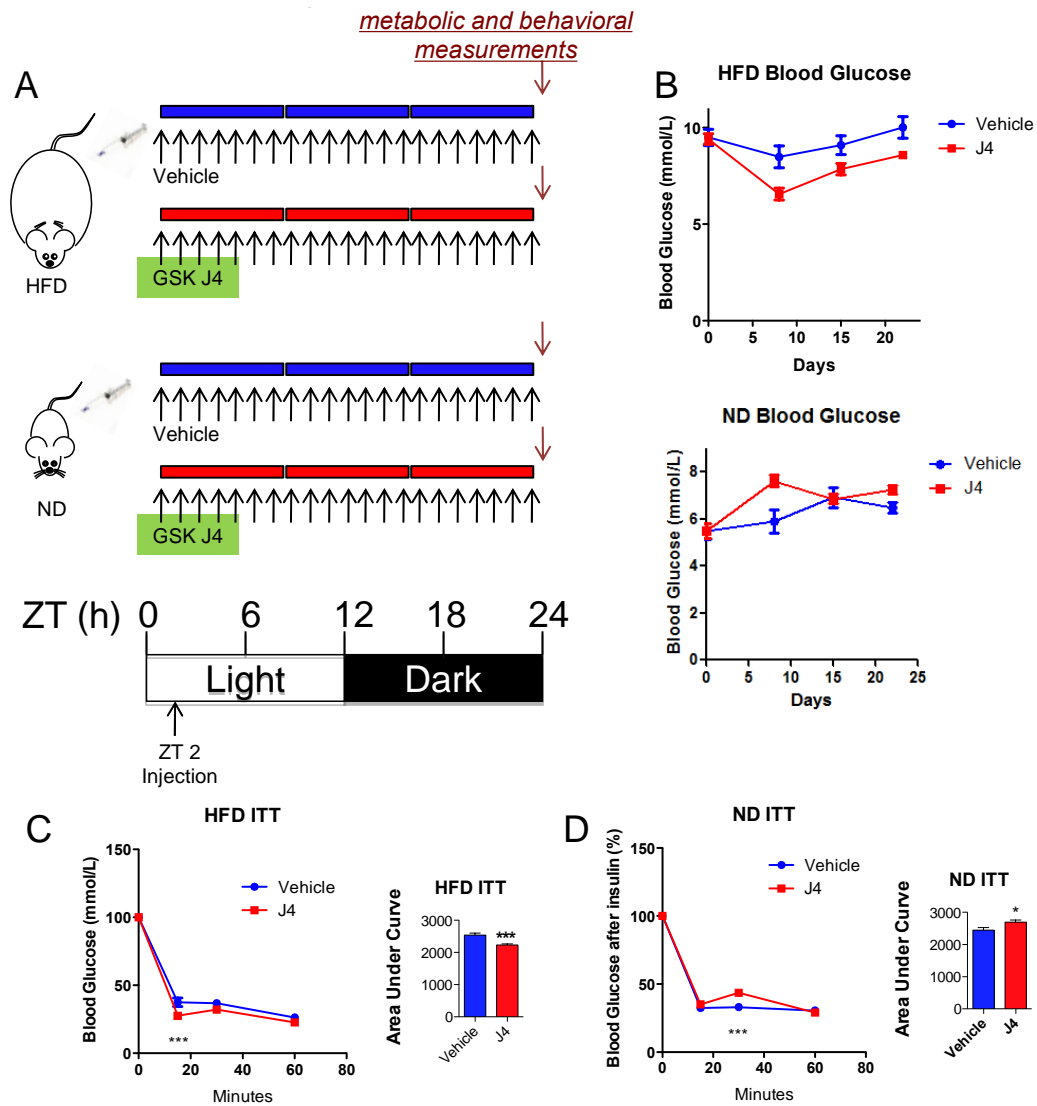

**Supplementary Figure 4. The Kdm6a inhibitor GSK J4 reduces the body weight and food intake of DIO mice but not lean mice.**

- A. A schematic illustration of vehicle or GSK J4 administration during 3 weeks on mice.
- B. The blood glucose of HFD or ND mice was recorded at indicated time points.
- C. The ITT assay to examine the sensitivity to insulin in DIO mice.
- D. The ITT assay to examine the sensitivity to insulin in normal diet mice.

Supplementary Figure 5

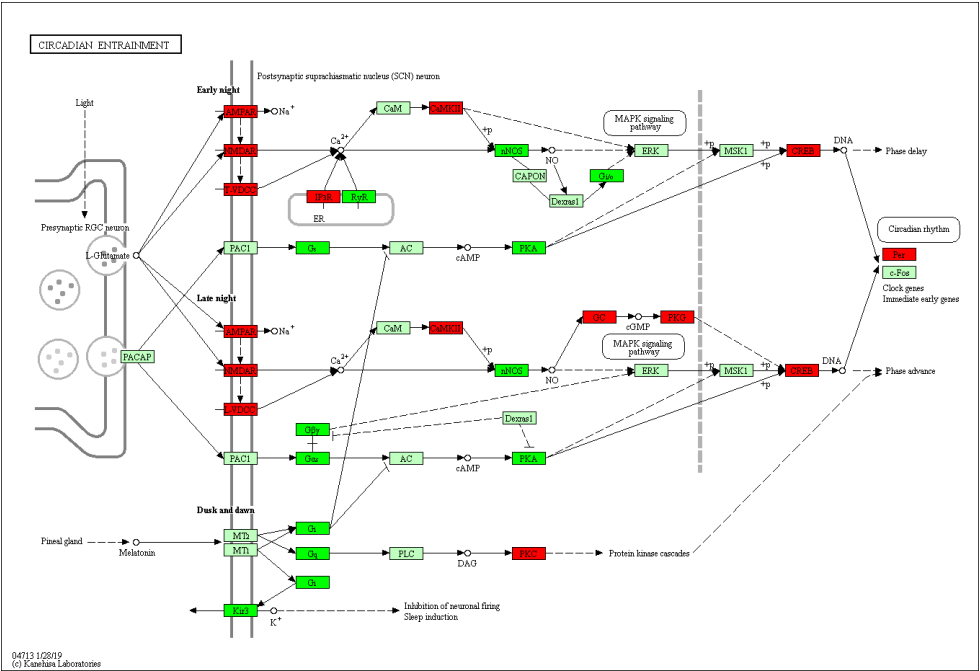

**Supplementary Figure 5. Significantly 1.5-fold changed genes in Circadian entrainment pathway enriched in KEGG database.**

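The figure of the circadian entrainment pathway colours a box when a gene of that family passed the 1.5-fold threshold, so its counts depend on how many genes and probes a family has. Of 92 genes written down for the families in Figure S5, 88 have a kept probe. With 1 probe per gene, 5 were higher and 6 were lower in the arrays labelled GSK-J4 at the thresholds of the methods, with p from limma. At a limma adjusted p of at most 0.05, 7 were higher and 12 lower over all genes tested. When adjusted over the list alone 28 passed, which is not independent evidence because the colours were drawn from these samples. When any probe of a gene may pass, 30 genes did. Among the 11 boxes drawn as increased, 8 held only probes that were lower in the arrays labelled GSK-J4, 2 held probes in both directions and 1 held only a higher probe. Among the 8 boxes drawn as reduced, 4 held only higher probes, 2 held both and 2 held no probe past the thresholds. Among the 10 uncoloured boxes, 8 held no probe past the thresholds and 2 held only lower ones. Grin2a, of the NMDA receptor box, had the largest single change, with a log2 fold change of -1.95 (standard error 0.22, limma adjusted p = 0.013) on the probe kept for the gene and 0.39 (limma adjusted p over all kept probes = 0.030) on another of its 3 probes.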

The hypothalamus tissues in vehicle or GSK-J4 treated DIO mice were performed gene array assays. Upregulation over 1.5 fold was label in red, and downregulation over 1.5 fold was label in Green

Supplementary Figure 6

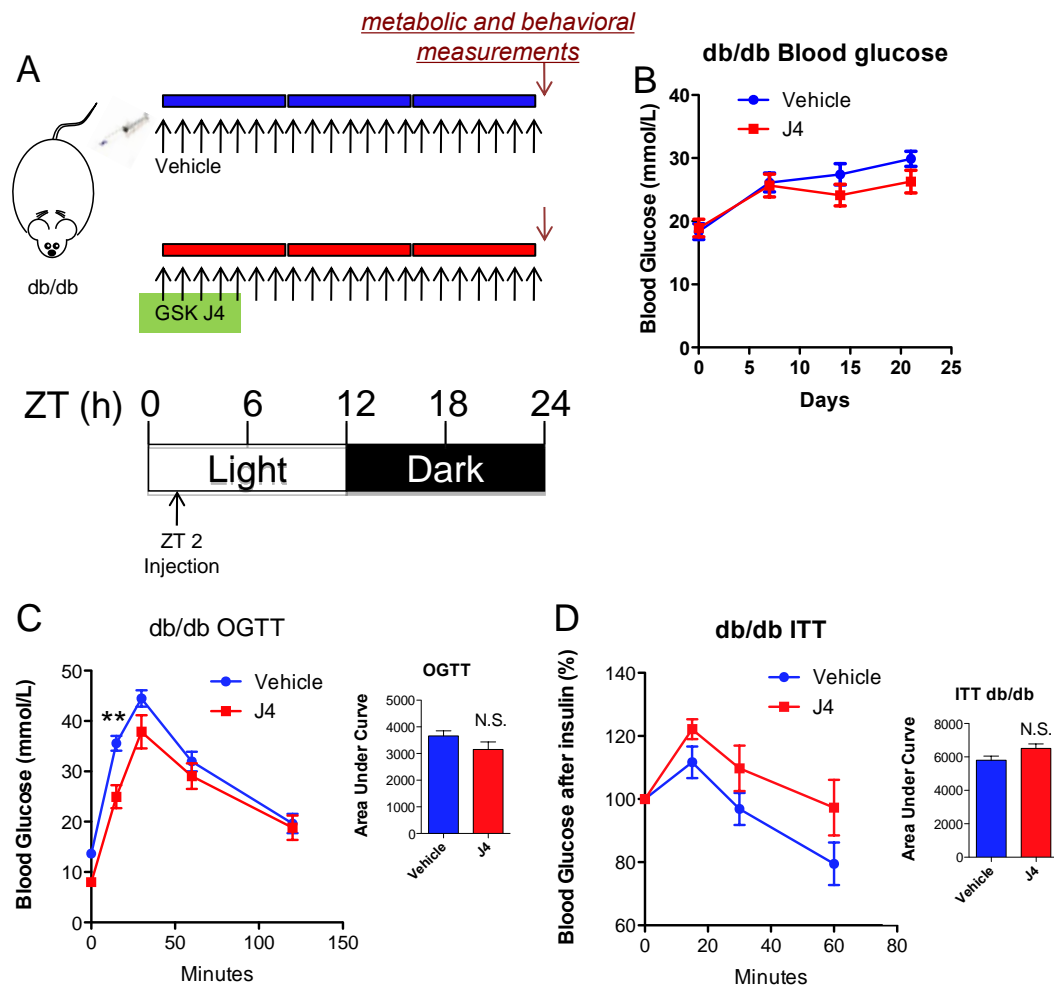

**Supplementary Figure 6. The Kdm6a inhibitor GSK J4 cannot reduce the body weight and food intake of db/db mice.**

- A. A schematic illustration of vehicle or GSK J4 administration during 3 weeks on the db/db mice.
- B. The blood glucose db/db mice were recorded at indicated time points.
- C. The OGTT assay to detect the blood glucose homeostasis in the db/db mice.
- D. The OGTT assay to detect the blood glucose homeostasis in the db/db mice.

metabolic and behavioral measurements

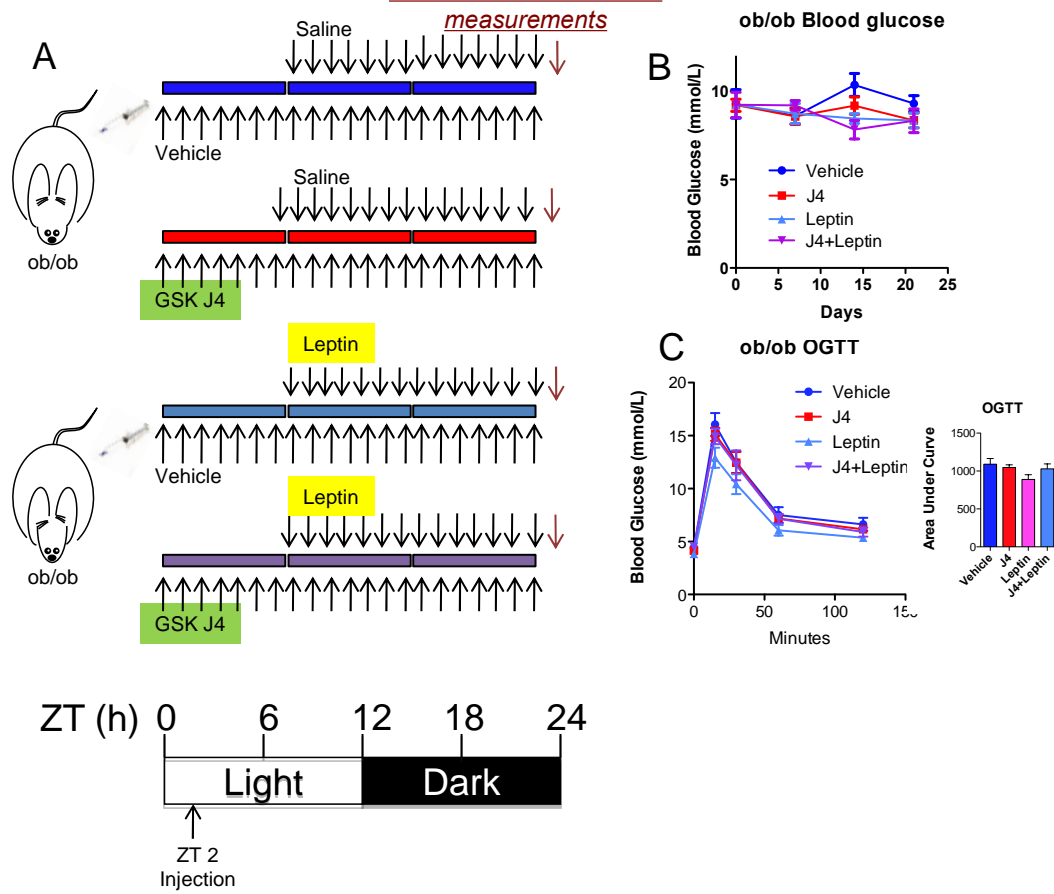

**Supplementary Figure 7. The Kdm6a inhibitor GSK J4 cannot reduce the body weight and food intake of ob/ob mice.**

- A. A schematic illustration of vehicle or GSK J4 administration during 3 weeks on the ob/ob mice in the presence or absence of exogenous leptin administration.
- B. The blood glucose ob/ob mice were recorded at the indicated time points.
- C. The OGTT assay to detect the blood glucose homeostasis in the ob/ob mice.

## Supplementary Figure 8

A

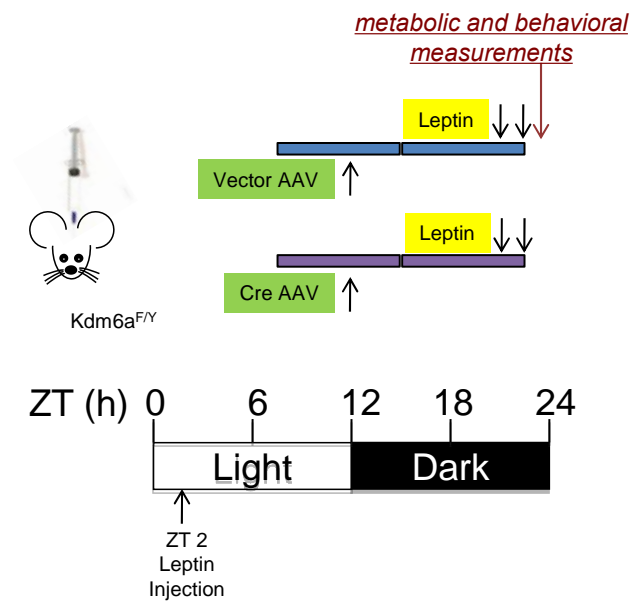

B

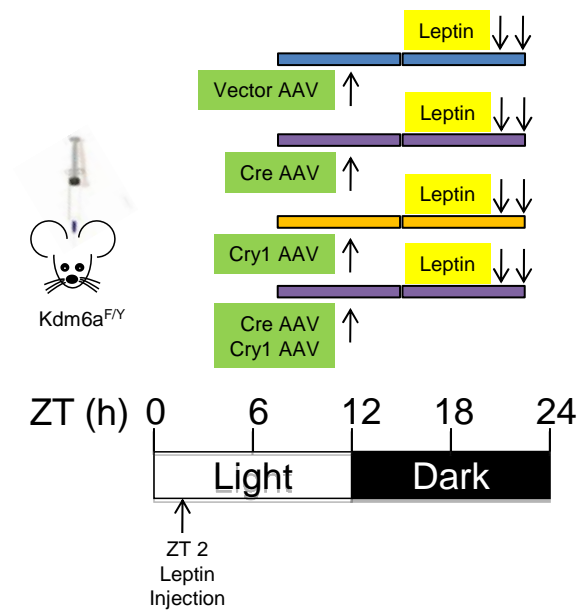

**Supplementary Figure 8. The stereotactic injection of AAV into hypothalamus of Kdm6a<sup>F/Y</sup> mice.**

A. A schematic illustration of stereotactic injection of AAV of vectors or Cre into hypothalamus of Kdm6a<sup>F/Y</sup> mice, followed by leptin injection and metabolic cage assay.

B. A schematic illustration of stereotactic injection of AAV of vectors, Cre, Cry1 or Cre Plus Cry1 into hypothalamus of Kdm6a<sup>F/Y</sup> mice followed by leptin injection.

**Supplementary Table 1. Serum data from HFD, ND, db/db, ob/ob mice.**

| Mice     | Group          | Leptin                  | Insulin          | TC<br>(mmol/l)   | TG<br>(mmol/l)   | HDL-c<br>(mmol/l) | LDL-c (mmol/l) |
|----------|----------------|-------------------------|------------------|------------------|------------------|-------------------|----------------|
| Normal   | Vehicle        | 1975.93±395.92          | 3.60±0.42        | 2.70±0.05        | 1.58±0.11        | 1.27±0.07         | 0.21±0.01      |
|          | GSK-J4         | 1524.79±211.86          | 4.25±0.44        | 2.51±0.09        | 1.06±0.05<br>*** | 1.29±0.05         | 0.23±0.01      |
| High Fat | Vehicle        | 40706.48±5802.07<br>*** | 8.15±0.76<br>*** | 4.47±0.20<br>*** | 1.04±0.04<br>*** | 1.71±0.08<br>***  | 0.68±0.05 ***  |
|          | GSK-J4         | 19958.60±2783.06<br>*** | 4.72±1.01 *      | 4.10±0.16        | 0.87±0.05 *      | 1.61±0.07         | 0.44±0.03 ***  |
| db/db    | Vehicle        | 7656.43±22.01           | 12.35±1.23       | 3.75±0.12        | 3.36±0.32        | 1.84±0.10         | 0.18±0.01      |
|          | GSK-J4         | 7665.6±21.46            | 12.61±1.21       | 3.84±0.2         | 2.33±0.33*       | 1.64±0.09         | 0.28±0.02***   |
| ob/ob    | Vehicle        | 260.38±9.04             | 21.16±0.38       | 4.30±0.09        | 1.65±0.07        | 1.88±0.05         | 0.31±0.01      |
|          | Vehicle+Leptin | 248.02±20.77            | 19.69±0.52       | 4.76±0.08***     | 1.40±0.08*       | 1.90±0.15         | 0.34±0.01 *    |
|          | GSK-J4         | 346.68±33.62            | 21.22±1.12       | 5.33±0.51        | 1.26±0.11**      | 2.22±0.12*        | 0.41±0.13      |
|          | GSK-J4+Leptin  | 236.03±12.07            | 17.3±1.1         | 4.43±0.11        | 1.32±0.07**      | 1.94±0.07         | 0.31±0.02      |

Data was expressed as Mean±SEM

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.005$  vs Vehicle

**Supplementary Table 2. Expression profile of ER stress genes correlated with KDM6A in the Hypothalamus of GTEx Consortium.**

| ER Stress |           |                         | P            | value   | P                                             | value |
|-----------|-----------|-------------------------|--------------|---------|-----------------------------------------------|-------|
| gene      | Pearson r | 95% confidence interval | (two-tailed) | summary | Reference                                     |       |
| ERN1      | 0.7638    | 0.6777 to 0.8293        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| ATF6      | 0.9079    | 0.8705 to 0.9349        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| ATF6B     | 0.8203    | 0.7518 to 0.8712        | < 0.0001     | ***     |                                               |       |
| PERK      | 0.8251    | 0.7583 to 0.8748        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| HSPA5     | 0.6415    | 0.5228 to 0.7357        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| CHOP      | 0.4784    | 0.3279 to 0.6053        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| XBP1      | 0.6179    | 0.4939 to 0.7173        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| NOD1      | 0.5821    | 0.4504 to 0.6890        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| NOD2      | 0.4635    | 0.3107 to 0.5930        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| ATF4      | 0.6161    | 0.4917 to 0.7159        | < 0.0001     | ***     | Nature. 2016 Apr 21;532(7599):394-7.          |       |
| ATF5      | 0.7657    | 0.6801 to 0.8307        | < 0.0001     | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| GADD34    | 0.2533    | 0.07832 to 0.4132       | 0.0051       | **      | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| BIM       | 0.8714    | 0.8205 to 0.9086        | < 0.0001     | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| PUMA      | 0.5707    | 0.4366 to 0.6800        | < 0.0001     | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| DR5       | 0.6066    | 0.4800 to 0.7084        | < 0.0001     | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| NOXA      | 0.5681    | 0.4335 to 0.6779        | < 0.0001     | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| REDD1     | 0.2702    | 0.09630 to 0.4281       | 0.0027       | **      | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| SESTRIN2  | 0.3296    | 0.1605 to 0.4799        | 0.0002       | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| GABPA     | 0.915     | 0.8803 to 0.9400        | < 0.0001     | ***     | F1000Research 2017, 6(F1000 Faculty Rev):1897 |       |
| FOXO3     | 0.8349    | 0.7714 to 0.8820        | < 0.0001     | ***     | Cell Metab. 2014 Nov 4;20(5):870-81.          |       |

**Supplementary Table 3. Correlation value between KDM6A and ERN1 in GTEx.**

| Tissue                                | KDM6A-ERN1 | KDM6A-CRY1 |
|---------------------------------------|------------|------------|
|                                       | R value    | R value    |
| Adipose – Subcutaneous                | 0.35       | 0.21       |
| Adipose – Visceral (Omentum)          | 0.31       | 0.25       |
| Brain                                 | 0.83       | 0.71       |
| Whole Blood                           | 0.64       | 0.47       |
| Colon – Sigmoid                       | 0.3        | -0.019     |
| Colon – Transverse                    | 0.11       | 0.12       |
| Esophagus – Gastroesophageal Junction | 0.44       | 0.2        |
| Esophagus – Mucosa                    | 0.13       | 0.22       |
| Esophagus – Muscularis                | 0.38       | 0.23       |
| Heart – Atrial Appendage              | 0.45       | 0.5        |
| Heart – Left Ventricle                | 0.5        | 0.57       |
| Liver                                 | 0.4        | 0.37       |
| Lung                                  | 0.43       | 0.36       |
| Muscle – Skeletal                     | 0.36       | 0.34       |
| Nerve – Tibial                        | 0.13       | -0.0088    |
| Ovary                                 | 0.12       | 0.27       |
| Pancreas                              | 0.27       | 0.5        |
| Prostate                              | 0.47       | 0.22       |
| Skin – Not Sun Exposed (Suprapubic)   | 0.18       | 0.19       |
| Skin – Sun Exposed (Lower leg)        | 0.21       | 0.13       |
| Small Intestine – Terminal Ileum      | 0.41       | -0.19      |
| Spleen                                | 0.19       | 0.13       |
| Stomach                               | 0.33       | 0.26       |
| Testis                                | 0.07       | -0.055     |
| Thyroid                               | 0.067      | 0.16       |
| Uterus                                | 0.3        | 0.27       |
| Vagina                                | 0.34       | 0.19       |

Supplementary Table 4. Primary antibody list.

| Antigen    | Company                   | Catalog Number |
|------------|---------------------------|----------------|
| Kdm6a      | Cell Signaling Technology | #33510         |
| Kdm6b      | Cell Signaling Technology | #3457          |
| Ezh2       | Cell Signaling Technology | #5246          |
| H3k27me3   | Cell Signaling Technology | #9733          |
| H3k4me3    | Cell Signaling Technology | #9751          |
| H3 histone | Cell Signaling Technology | #4499          |
| Hspa5      | Cell Signaling Technology | #3177          |
| Ern1       | Cell Signaling Technology | #3294          |
| p-Ern1     | Abcam                     | ab48187        |
| Eif2ak3    | Cell Signaling Technology | #3192          |
| Lepr       | Abclonal                  | A2999          |
| p-Stat3    | Cell Signaling Technology | #9136          |
| Stat3      | Cell Signaling Technology | #9139          |

Supplementary Table 5. Oligonucleotide primer list.

| Target<br>Gene      | Forward primer           | Reverse primer            |
|---------------------|--------------------------|---------------------------|
| Kdm6a               | CGGGCGGACAAAAGAAGAAC     | CATAGACTTGCATCAGATCCTCC   |
| Kdm6b               | TGAAGAACGTCAAGTCCATTGTG  | TCCCGCTGTACCTGACAGT       |
| Ezh2                | AGCACAAGTCATCCCGTTAAAG   | AATTCTGTTGTAAGGGCGACC     |
| Ern1                | ACACTGCCTGAGACCTTGTTG    | GGAGCCCGTCCTCTTGCTA       |
| Eif2ak3             | CGCGTCGGAGACAGTGTTT      | GTCCTCCACGGTCACTTCG       |
| Atf6                | GAAGTCCGAGCCATCCTCTC     | TGATCTGGACCGTTTCAAAGG     |
| Atf6b               | GAAGTCCGAGCCATCCTCTC     | TGATCTGGACCGTTTCAAAGG     |
| Hsp90b1             | GTTCGTCAGAGCTGATGATGAA   | GCGTTTAACCCATCCAAGTGAAT   |
| Ube2v1              | CGGGAGTAAAAGTCCCTCGAA    | GGAGGTCCAATTATCATGCCTGT   |
| Grin2a              | ACGTGACAGAACGCGAACTT     | TCAGTGCGGTTTCATCAATAACG   |
| Grin2b              | CAGCAAAGCTCGTTCCCAAAA    | GTCAGTCTCGTTTCATGGCTAC    |
| Pld1                | GCCGCAGATATGAGCAACCT     | GGATGTTGGGCTCCTTAAATCCT   |
| Gapdh               | AATGGATTTGGACGCATTGGT    | TTTGCACTGGTACGTGTTGAT     |
| $\beta$ -actin      | GAGTCCTACGACATCATCGCT    | CGTCCGACATAGTTTGGGAAA     |
| Cry1                | CACTGGTTCCGAAAGGGACTC    | CTGAAGCAAAAATCGCCACCT     |
| Clock               | ATGGTGTTTACCGTAAGCTGTAG  | CTCGCGTTACCAGGAAGCAT      |
| Rora                | GTGGAGACAAATCGTCAGGAAT   | TGGTCCGATCAATCAAACAGTTC   |
| Kdm6a<br>genotyping | AACAAAAACCCAGGCTTTATTCAC | AGTTTCAGGATACCTTTACTATAAG |
| Cre<br>genotyping   | ATTTGCCTGCATTACCGGTCG    | CAGCATTGCTGTCACTTGGTC     |

Supplementary Table 6. Target sequence list of RNA interference.

| Target Gene | Target sequence         |
|-------------|-------------------------|
| Si-Ern1-001 | GCTAACGCCTACTCTGTAT     |
| Si-Ern1-002 | GCTCCATCAAGTGGACTTT     |
| Si-ATF6     | GGGCAGGACTATGAAGTAA     |
| Si-Eif2ak3  | CGGGAAAACGGTTCTGAGA     |
| Si-Ddit3    | AGCCTAACACGTCGATTATATCA |

How the deposited data were processed for this re-analysis (not part of the article)

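The data are 6 Agilent SurePrint G3 mouse expression arrays of hypothalamic RNA from DIO mice, 3 labelled GSK-J4 (30 mg kg−1) and 3 labelled vehicle, each with a replicate number from 1 to 3. The authors scanned the arrays, extracted a background-corrected intensity for each spot with Feature Extraction (10.7.1.1 in the file header), and deposited these intensities with the flags of each spot. They also deposited a table of log2 values for 56745 probes, controls included, which the methods describe as quantile normalized in GeneSpring. The sorted values of its 6 columns differ by at most 0.00424, and each column correlates across probes with the log2 intensity of its own array at 0.999 or above. Columns were assigned by the names of the samples, and 0 columns were left unassigned. Probe coordinates are those of the files, on mm9. The reference table of mouse genes (GRCm38.p6) was used for gene names only, and 24787 of the 37074 gene names on the array were among its symbols or synonyms. Other names were kept as the files give them.

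The intensities were read with limma 3.58.1 and data.table 1.17.8 in R 4.3.3. Control spots and spots with an outlier flag were left out, saturated spots were not, and no kept spot was saturated. The log2 intensities of the spots of a probe were averaged and quantile normalized between the 6 arrays. Of 56605 probes, 34443 were well above background on all 3 arrays of at least 1 group. For each of the 22117 gene names left, the probe with the highest mean over the 6 arrays was kept without regard to group. Groups were compared with lmFit and eBayes, two-sided, with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the genes kept. Where other probes of a gene are named, their adjusted p comes from the same test over all kept probes. A fold change is the difference of the group means of log2 signal. Where a probe was not well above background on any array of a group, the fold is given as a bound, and fitted log2 values of such probes, given among the alternatives only, are not to be read as folds. For single genes, the 20 orders of 3 arrays against 3 were enumerated in an exact permutation test, which is the reason for its smallest p of 0.1. The set test was camera with a preset correlation of 0.01, with fry beside it.

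The genes chosen to be named are those that the paper names in its text, Figure 4 or Table S5 and that have a kept probe, not all of which are reported one by one, and the 5 largest rises and 5 largest falls among genes past an adjusted p of 0.05, well above background on all 6 arrays, with groups that do not overlap. Lists of clock genes, ER stress genes, immediate early genes, genes of leptin signalling and feeding, and markers of tissues and cell types were written before the data were examined. Genes of Figures 4C, 4D and S5 come from pictures and were used for values and counts only.

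Each group lies on 1 slide and in 1 scan of its own, so slide was not fitted as a block. The depth of an array is its signal over background, which was lower on the arrays labelled GSK-J4, with 57.7% to 58.7% of the probes well above background against 62.8% to 63.6% on those labelled vehicle. Correlations of arrays within a group were between 0.978 and 0.995 across kept probes, and no 2 arrays were identical.

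The test was tested on simulated data. In 20 simulations of the GSK-J4 against vehicle comparison with 22100 genes, of which 200 were changed by 1 on the log2 scale, limma recovered 58.6% of the changed genes at an adjusted p of at most 0.05, all with the right sign, with 5.70% false calls. The t-test without equal variances recovered 8.53%, and the fit with a replicate block 0%. At the thresholds of the methods 93% were recovered, beside on average 260 unchanged genes.

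Alternatives set before the data were examined were scaling to the 75th percentile, normexp background correction with an offset of 50, the deposited log2 table, other filters and detection flags, other variance models, the methods' t-test with and without equal variances, array weights, the replicate number as a block, a correction for GC content (lowess with a span of 30% within each array), other rules for several probes of a gene, a fold change alone, and leaving out each array. The ChIP-Seq, RT-PCR, immunoblot and animal experiments were not analysed here, and neither was the enrichment of KEGG pathways.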

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

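The tests on GC content, slides, a shared sequence and the share of the arcuate nucleus in this part, and the set tests of the 2 lists, were chosen after the values had been seen, while the lists themselves were not. All of these values compare slide 2 with slide 1, so a difference between slides cannot be told apart from treatment for any of them, and the direction follows the labels of the arrays.

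The 5 largest rises lie in genes that the paper does not discuss and that were low on the arrays labelled vehicle. The log2 fold changes were 2.53 for 4930535E02Rik, 2.49 for Oxct2b, 2.46 for ENSMUST00000121192, 2.16 for Duox2 and 2.14 for a noncoding transcript on chromosome X (probe A_30_P01032775). GC content is argued against, since with its trend removed the smallest of the 5 log2 fold changes was 1.92. The smallest value under any alternative was 0.83, but none of the alternatives compares arrays within a slide, so slide and scan stay open. The probes of the 5 genes all carry CCTAAC, and 4 of them carry CCTAACC, while 0 of the probes of the 5 largest falls carry it. Among 312 probes of other genes with CCTAAC, 9.94% were past the thresholds of the methods higher and 9.62% lower, compared with 4.74% and 7.84% of the 34126 probes without it. The excess on the higher side lay with the 84 probes that carry CCTAACC, of which 23.8% were past the thresholds higher and 7.14% lower. Of the 228 probes with CCTAAC but not CCTAACC, 4.82% were higher, as for probes without it. Probes with the complementary sequence GTTAGG were past the thresholds higher in 5.11% of cases. For the 4 rises with CCTAACC, a candidate explanation is therefore that labelled material on slide 2 bound this sequence, rather than that the genes changed. For the transcript on chromosome X, whose probe carries CCTAAC without CCTAACC, the tables argue against binding of CCTAAC alone. Its probe also shares the longer sequence AAACCCTAAC with the probe of Oxct2b. Other probes with that longer sequence were not counted, so binding through it stays open. A change of the genes themselves under treatment was not excluded.

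The markers of the arcuate nucleus, a list of 8 genes, were all higher in the arrays labelled GSK-J4, with a median log2 fold change of 0.43, and the 12 genes of leptin signalling and feeding had a median of 0.46 with 11 higher and 1 lower. At a limma adjusted p of at most 0.05, 2 arcuate markers and 3 feeding genes were called over all genes tested, all higher, and 6 and 9 when adjusted over the list alone. The lists share Agrp, Npy, Pomc and Cartpt, so they are not independent. With camera at its preset correlation both passed after adjustment over 19 lists (adjusted p = 0.022 for each), with fry as well (adjusted p = 0.042 for each), and neither did with the correlation estimated (unadjusted p = 0.128 and 0.124). The arrays of the 2 groups did not overlap in the mean of either list (exact permutation test, two-sided p = 0.1, the smallest possible). Removing the trend on GC content left 0.36 for the arcuate markers and 0.26 for the feeding genes, which argues against GC content as the whole of the rise of the arcuate markers. The markers rose by 0.10 for Agrp up to 1.02 for Kiss1, which does not separate a larger share of the nucleus in the dissected tissue from regulation of single genes, and both stay open. Regulation by GSK-J4, a biological explanation that the design gives, was not tested apart from slide and dissection.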

How the results depend on the processing

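All alternatives were set before the data were examined, except that counting a gene when any probe passes the t-test with equal variances was added after seeing the data. Slide could not be fitted as a block or a random block, since each slide holds 1 group. Main values are repeated here only for comparison.

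The counts at an adjusted p of at most 0.05 (limma, 1990 higher and 1719 lower) moved most. They were 4159 higher with 75th percentile scaling, 1202 higher with no filter on dim probes, 1022 higher after GC correction, and 1072 lower with the t-test with equal variances. Without equal variances 44 were higher and 27 lower, and counting probes gave 2893 lower. With 1 array left out, the counts ranged from 2 to 1413 higher and from 22 to 1251 lower. Leaving out any array labelled vehicle lowered them most, to 14 and 29 without vehicle replicate 1, 23 and 62 without vehicle replicate 2, and 2 and 22 without vehicle replicate 3. Without GSK-J4 replicate 1 they were 671 and 761, and without GSK-J4 replicate 3, 918 genes were higher. With fewer arrays there are fewer degrees of freedom, but the cause of the unequal loss between the groups was not tested. 75th percentile scaling moved the median of all genes to 0.09 from 0.04 on the log2 scale. The deposited log2 table gave 1988 higher and 1724 lower, of which 1985 and 1717 are the same genes.

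The counts at the thresholds of the methods (1071 higher and 1414 lower) were steadier. They fell to 374 and 649 with normexp, whose offset shrinks ratios of dim probes by construction, and rose to 1654 and 2704 when probes were counted and to 2421 lower when any kept probe may pass. With 1 array left out they ranged from 949 to 1447 higher and from 1252 to 1620 lower. A fold change alone gave 1331 and 2018. Among genes well above background on all 6 arrays, 1000 were higher and 1020 lower. After GC correction 761 were higher and 1401 lower, of which 628 and 1197 are the same genes. The added alternative gave 1318 higher and 2047 lower, and 27 genes of Figure S5.

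The replicate numbers did not pair the arrays, since same-numbered arrays of the 2 groups correlated in their deviations from the group means at 0.00741, 0.0258 and 0.0817. With the replicate block 0 genes were higher and 0 lower at an adjusted p of at most 0.05, also with the GC correction, while 1044 were higher and 1405 lower at the thresholds of the methods. The same block recovered 0% of simulated changes. Cry1 gave 0.61 with the block (adjusted p = 0.082) and 0.34 with the block and the GC correction (adjusted p = 0.13).

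Cry1 was higher under all 20 alternatives that give 1 value per gene, from 0.074 to 0.65, with adjusted p from 0.011 to 0.84. Besides the block, it lost its call with the t-test without equal variances (0.61, adjusted p = 0.066), with the mean of kept probes (0.074, where the second probe enters), and without any 1 of the 3 vehicle arrays, where the values with 1 array left out ranged from 0.56 to 0.65 and the highest adjusted p was 0.063. Its second probe reversed the sign with a fitted value of -0.46 (adjusted p = 0.43) that is no fold, since no array labelled GSK-J4 was well above background there. Clock was not called under any of the 20, from -0.25 to 0.18, and its probe A_52_P279391 gave -0.81. Rora ranged from -0.19 to 0.64 and was called once, higher, without GSK-J4 replicate 2 (0.62, and 0.30 at the lowest with 1 array left out), while its probe A_55_P2068006 gave -1.32. The list of clock genes was not called in one direction under any alternative, with p from 0.304 to 0.966. The mixed test of fry called it, but that test does not compare the list with other genes.

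In Figure 4C, 0 genes were lower at the thresholds under each alternative run for that list. In Figure S5, 11 genes passed, compared with 9 to 17 when 1 array was left out, the 17 without GSK-J4 replicate 2. It was 30 when probes were counted or any kept probe may pass. With 1 array left out, the number higher, 5 in the main fit, ranged from 4 to 10. The number lower, 6 in the main fit, ranged from 4 to 7. With normexp 3 were higher and 5 lower.

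Among the other genes named, 195 values of called genes kept their call and 125 lost it, all in the same direction, and most of these were under the block, the t-test without equal variances or with 1 array labelled vehicle left out. Of the values of genes not called, 905 stayed so, 32 were called in their direction, and 2 were called in the other, Skp1a with 0.23 under 75th percentile scaling and Foxo3 with 0.46 with the mean of kept probes. Other probes of a gene went the opposite way more often, where the gene or the probe is called. This was so for Ezh2 (-0.019), Foxo3 (1.08), Gabpa (0.041), Grin2a (0.39 and 0.15), Grin2b (-0.76), Kdm6a (-0.65), Lepr (-0.057), Per2 (0.11), Pld1 (-1.03), Prune2 (0.56 and 0.94) and Tcf7l2 (1.36). Of these, the probes of Kdm6a and Pld1 were not well above background on any array labelled GSK-J4, so that their values are fitted ones and the bounds are at least 1.39-fold and at least 1.07-fold lower. The cause of these disagreements was not tested beyond GC content.

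Signal over background limits what can be seen. Of the 8611 dimmest kept probes 21.8% were past the thresholds of the methods, and of the 8611 brightest 2.95%.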

Differences from the paper's values

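For the genes of Figure 4C, the paper's count of genes reduced by GSK-J4 is about 10 in Fig. 4C, whereas 0 of the 9 with a kept probe were at least 1.5-fold lower in the arrays labelled GSK-J4, and read the other way round, as lower in the arrays labelled vehicle, 3 were with 1 probe per gene and 8 when any probe may pass. The count of lower genes was 0 under each alternative run for this list, those set before the data were examined and the one added after the values were seen, so none falls within the paper's. A fold change alone was not among them, but the lowest log2 fold change of the list, -0.38, is less than 1.5-fold. The set of genes reduced at least 1.5-fold in Figure 4C is about 1400 in Fig. 4C, added up by eye, and the count here was 1414 on the lower side and 1071 on the higher side with 1 probe per gene. When any kept probe may pass, it was 2421 on the lower side and 1579 on the higher side.

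The paper states that Cry1 was reduced in the GSK-J4 treated hypothalamus, in the text and by the colour of its box in Figure 4D. It also reports less Cry1 mRNA by real-time PCR in DIO mice (Figure 4G) and in ob/ob mice (Figure 5J), which was not analysed here. The probe kept for Cry1 was higher in the arrays labelled GSK-J4, with a log2 fold change of 0.61, and it was 0.61 in the deposited log2 table as well. No alternative called it lower, and the second probe gives no bound above 1-fold.

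The paper states that Clock was raised. By real-time PCR, which was not analysed here, it also reports Clock and Rora as raised in DIO mice (Figure 4H). The probe kept for Clock gave 0.02, and the probe of Clock that passed the thresholds gave -0.81. No alternative called Clock higher. For the Ror box, drawn as increased, the probe kept for Rora gave 0.42 without being called, and it was called higher only when GSK-J4 replicate 2 was left out (0.62). Its probe past the thresholds gave -1.32.

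The boxes of CREB, β-TrCP, SCF, AMPK, Ror and Clock are drawn as increased in Figure 4D. Each held only 1 probe past the thresholds, which was lower in the arrays labelled GSK-J4. For SCF and AMPK these were the probes of Cul1 and Prkag2, which give only bounds of at least 1.19-fold and at least 1.18-fold lower. Over Figure S5, 23 genes had a probe past the thresholds on the side opposite to the colour of their box and 5 on the same side. The families of the Per box are left uncoloured in Figure 4D and coloured as increased in Figure S5, and 2 probes of Per3 were past the thresholds, both lower.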

Other observations

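The tests on the side of the paper's genes, on single swapped arrays and on choroid plexus in vehicle 1, the exact permutation test of its markers, and the set tests of the lists other than the clock genes were chosen after the results had been seen. The other tests were written down before their results were seen.

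The genes that the paper lists or colours in Figures 4C and 4D lie on the opposite side in the arrays as labelled. Cry1 was entered in each figure. Over both, 16 entries had a probe past the thresholds of the methods on the opposite side and 0 on the paper's side. Over Figure S5 the numbers of genes were 23 and 5. Of the 16, the probes of Cul1 and Prkag2 were not well above background on any array labelled GSK-J4. Their bounds are at least 1.19-fold and at least 1.18-fold lower, so a fold of 1.5 is not shown for them. The processing used here is argued against as the cause, since 0 of the alternatives, the deposited log2 table among them, called Cry1 lower. A swap of single arrays between the groups is argued against as the source of this reversal. With the arrays split as labelled, 8 genes of Figure 4C had a probe past the thresholds in one direction, and in each of the 9 mixed splits, 1 of which a swap would make the true one, at most 1 gene did. The correlations of the arrays do not decide it, since each group lies on its own slide. GSK-J4 1 and GSK-J4 2 each correlated better with an array labelled vehicle (highest 0.980 and 0.987) than with GSK-J4 3 (0.978 and 0.980), and best with each other (0.989). A candidate explanation is that the labels of the groups, or the order in which they were compared, are exchanged between the deposited arrays and the figures. The count of 23 in Figure S5 goes with such an exchange. Of the 5 genes on the paper's side, Camk2d, Grin2d, Kcnj6 and Ryr3 lie in boxes with probes past the thresholds in both directions. Some of the 23 do as well, and a single colour of such a box does not tell the sides apart. Prkg2, whose box held only a higher probe, goes against an exchange. The size of the reduced set in Figure 4C does not decide on an exchange, since the nearer side depends on how several probes of a gene are treated. With 1 probe per gene, that size lies nearer to the 1414 genes on the lower side than to the 1071 on the higher side. When any kept probe may pass, 1579 genes were higher and 2421 lower, and the size lies nearer to the higher side. It is also near the 1318 higher genes of the alternative added after seeing the data. Among genes well above background on all 6 arrays, 1000 were higher and 1020 lower, so there the size does not tell the sides apart. The arrays do not show whether the labels or the comparison is exchanged, or neither, and the RT-PCR of Figure 4G and 4H, which the paper reports in its own direction, was not analysed here.

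The log2 fold change followed the GC content of the probe, with a correlation of 0.325 across 34443 kept probes, which are not independent replicates. This may reflect genes regulated together or an effect on the probes themselves. Within 1635 transcripts with 2 probes that differ by at least 10 GC points, the probe richer in GC was higher in 72.6%. Both probes of a pair measure the same transcript, so this argues against regulation of GC-rich genes as the whole trend, and is what a difference in labelling, hybridization or washing between the slides needs. The change per 10 GC points was 0.13 within pairs and 0.17 across probes. Among the 377 pairs no more than 500 bases apart the share was 71.4%. The trend is not the whole of the 1.5-fold changes. After it was removed 2162 genes were past the thresholds compared with 2485 before, and 628 higher and 1197 lower genes were shared between the counts.

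The number of changed genes was also set against other explanations. Of the 10 ways to divide the 6 arrays into 3 and 3, 1 gave as many genes at an adjusted p of at most 0.05, and 1 gave as many at the thresholds of the methods, which in both cases is the real one. With 10 splits this share can never fall below 0.1, so the rank of the real split cannot decide on chance at 0.05. The sizes of the counts argue against independent noise in each gene as their source. Genes vary together, however, so a shared difference between arrays that falls along the groups by chance stays open. The real split gave 3709 genes after adjustment and 2485 at the thresholds. The other splits gave 0 genes after adjustment and between 84 and 233 at the thresholds. These sizes do not argue against slide, since the real split is also the split by slide. Of the 10 spike-in probes, whose transcripts are added during labelling, 8 were well above background, and 0 of these differed by 1.5-fold between the slides in the deposited log2 table, with a range from -0.33 to 0.08. A slide effect on all other probes cannot be told apart from treatment, since each slide holds 1 group. A bias that depends on signal stays open as well. Under normexp 1023 genes were past the thresholds, under the limit set for this test, but its offset lowers ratios of dim probes whatever their cause. In 1661 transcripts with probes at least 500 bases apart and within 5 GC points, the probe nearer the 5' end was lower in 41.2%, with a median difference of 0.06. Of the probes nearer the 5' end 83 were past the thresholds higher and 33 lower, compared with 20 higher and 33 lower of those nearer the 3' end, so that shorter labelled products in one group could not be excluded for part of the changes.

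Choroid plexus markers were lower by a median log2 fold change of -1.34 in the arrays labelled GSK-J4, with 9 of 9 lower, which is past the limit of 1.5-fold set for neighbouring tissue and rests on 1 array. On vehicle 1 they lay on average 4.05 above their mean over the 6 arrays, and without that array the mean difference was 0.45. The groups overlapped (exact permutation test of the mean, two-sided p = 0.8), so these markers leave neighbouring tissue in one group open. Without vehicle 1, 2288 genes were past the thresholds of the methods compared with 2485, which argues against choroid plexus in that sample as the whole source of the count. The markers were each between 2.84 and 6.85 higher on vehicle 1 than on the other vehicle arrays, which is consistent with choroid plexus in that sample. For the other neighbouring tissues the median was 0.18 for pituitary (3 genes), 0.32 for thalamus, 0.19 for striatum and -0.09 for cortex and hippocampus.

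The remaining lists gave medians of 0.17 for astrocytes, -0.04 for blood, -0.04 for endothelium, -0.07 for ependymal cells and tanycytes, 0.30 for microglia, 0.10 for oligodendrocytes, 0.56 for the lateral hypothalamus (3 genes), 0.18 for the suprachiasmatic nucleus and -0.24 for 4 genes of the Y chromosome, which are expressed on all arrays. For endothelium and for ependymal cells the mean was 0.01, above 0, while the median and camera lay below. The ER stress list had a median of 0.00, with 4 genes higher and 0 lower at a limma adjusted p of at most 0.05 over all genes tested and 4 when adjusted over the list alone, and the immediate early genes had a median of -0.10 with 0 genes by either count. None of these was called by camera after adjustment over 19 lists, with the lowest adjusted p, 0.15, for microglia. With fry, microglia and cortex and hippocampus were called (adjusted p = 0.042 for each). For the paraventricular and supraoptic nuclei and the ventromedial nucleus 2 genes each had a kept probe, with medians of 0.25 and 0.09, and were not tested.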
